# Differential Expression of Genes and DNA Methylation associated with Prenatal Protein Undernutrition by Albumen Removal in an avian model

**DOI:** 10.1038/srep20837

**Published:** 2016-02-10

**Authors:** Els Willems, Carlos Guerrero-Bosagna, Eddy Decuypere, Steven Janssens, Johan Buyse, Nadine Buys, Per Jensen, Nadia Everaert

## Abstract

Previously, long-term effects on body weight and reproductive performance have been demonstrated in the chicken model of prenatal protein undernutrition by albumen removal. Introduction of such persistent alterations in phenotype suggests stable changes in gene expression. Therefore, a genome-wide screening of the hepatic transcriptome by RNA-Seq was performed in adult hens. The albumen-deprived hens were created by partial removal of the albumen from eggs and replacement with saline early during embryonic development. Results were compared to sham-manipulated hens and non-manipulated hens. Grouping of the differentially expressed (DE) genes according to biological functions revealed the involvement of processes such as ‘embryonic and organismal development’ and ‘reproductive system development and function’. Molecular pathways that were altered were ‘amino acid metabolism’, ‘carbohydrate metabolism’ and ‘protein synthesis’. Three key central genes interacting with many DE genes were identified: UBC, NR3C1, and ELAVL1. The DNA methylation of 9 DE genes and 3 key central genes was examined by MeDIP-qPCR. The DNA methylation of a fragment (UBC_3) of the UBC gene was increased in the albumen-deprived hens compared to the non-manipulated hens. In conclusion, these results demonstrated that prenatal protein undernutrition by albumen removal leads to long-term alterations of the hepatic transcriptome in the chicken.

*In utero* growth retardation in humans as inferred from low birth weight has repercussions on postnatal health and performance, as exemplified by the increased risk of adult degenerative diseases such as type 2 diabetes^1^,^2^. The maternal low protein rat model is one of the most extensively studied animal models of *in utero* growth restriction^3^ and findings similar to those in humans are observed. The chicken can be used as a unique avian model to study prenatal protein undernutrition^4^,^5^,^6^,^7^ by replacing a part of the albumen with saline. As albumen is the main source of protein for the developing embryo^8^, the net effect is prenatal protein undernutrition. Thus, in the chicken only strictly nutritional effects are involved, in contrast to mammalian models where maternal effects (e.g. hormonal effects) are implicated. Indeed, in mammalian models manipulation of the maternal diet influences both the maternal nutritional and hormonal status, thereby exerting both nutritional and hormonal effects on the offspring.

Previously, the effects of albumen removal in the chicken have been studied by other groups^4^,^9^ and our own group^5^,^6^,^7^,^10^,^11^. Although the one-day-old chick weight was not significantly decreased by albumen removal, the body weight was reduced during the juvenile phase^5^,^7^,^11^. At adult age however, the effect of the body weight depended on the posthatch environmental conditions. When kept in battery cages with limited possibility for exercise, catch-up growth was observed in the albumen-deprived hens^11^. However when kept in floor pens–a more competitive environment for feed, space and water–the body weight of the albumen-deprived hens remained lower throughout the entire experimental period (55 weeks of age)^7^. Irrespective of the body weight in adulthood, the reproductive performance was markedly diminished by embryonic albumen removal as reflected in the reduced number and weight of the eggs^7^,^11^. At 10 weeks of age, glucose intolerance was observed in the albumen-deprived hens. This difference however, disappeared in adulthood due to age-related loss in glucose tolerance of the hens^7^.

Induction of an altered phenotype that persists throughout the lifespan implies stable changes in gene expression which would result in altered activities of metabolic pathways^12^. In the low-protein-diet rat model, changes in both hepatic gene expression and DNA methylation have been reported. Six days after weaning, the peroxisome proliferator-activated receptor α (PPARα) expression is 10.5-fold higher and DNA methylation 20.6% lower, whereas expression of the glucocorticoid receptor (GR) is 200% higher and DNA methylation 22.8% lower^13^. Moreover, these changes persist at least until postnatal day 34^14^. Gong *et al.* reported an increase in gene expression in the rat of the Insulin-like growth factor 2 (IGF2) in the liver and an increase in DNA methylation of the regulatory region of IGF2 in the liver of male low-protein diet offspring at day 0^15^.

Therefore, the objective of the present study was to perform a genome-wide screening for differences in gene expression using RNA-Sequencing (RNA-Seq) in liver samples collected from adult laying hens and differentially expressed genes were grouped according to biological function to discover affected pathways. In addition, it was investigated whether the alterations in gene expression coincided with changes in DNA methylation, in order to examine the possibility of epigenetic mechanisms underlying the observed long-term programming effects.

## Results

### Physiological results

Detailed physiological results have been published previously^7^. In brief, body weight of the albumen-deprived hens was reduced throughout the entire experimental period (0–55 weeks). In addition, the abdominal fat weight was also reduced in the albumen-deprived hens as compared to the sham-manipulated hens. No differences in absolute or relative liver weight were observed. The reproductive capacity was diminished in the albumen-deprived hens as reflected in the reduced number of eggs and lower egg weight. The plasma triiodothyronine (T_3_) levels were increased in the albumen-deprived compared to the non-manipulated hens, but not the sham-manipulated hens. An oral glucose tolerance test (OGTT) at 10 weeks of age revealed a decreased glucose tolerance in the albumen-deprived hens. During adulthood, an age-related loss of glucose tolerance was observed in the hens, leading to disappearance of treatment differences in the OGTT.

### Genome-wide screening for differentially expressed (DE) genes using RNA-Seq

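Liver RNA of 9 adult hens was sequenced at 55 weeks of age, from 3 non-manipulated, 3 sham-manipulated and 3 albumen-deprived hens. The albumen-deprived hens came from eggs in which 3 ml of albumen was exchanged for saline on day 1 of incubation, and the sham-manipulated eggs were drilled without this exchange. All libraries were run in 1 lane. The libraries of replicate 3 of each group have library codes 7 to 9 in order, after those of the other 6 hens. The authors mapped the single-end, unstranded reads to the Galgal4 genome with TopHat, removed reads with a low mapping quality, merged gene models built by Cufflinks with the reference annotation, and counted reads per locus with HTSeq. Reads on more than 1 locus, or on none, were left out. These counts cover 22082 loci, of which 4747 (21.5%) match no previously identified gene. The total count per hen ran from 13720872 to 17592938 (median 16407864) in the non-manipulated group. It ran from 14075978 to 21747636 (median 15496284) in the sham-manipulated group and from 15315742 to 16977508 (median 16278779) in the albumen-deprived group. The paper gives 16 M to 24.8 M mapped reads per sample, and the values here rest on the counted reads. For their own comparisons the authors kept 13599 loci, normalized the counts within bins of GC content and between samples by full quantile normalization, and fitted a negative binomial generalized linear model with a coefficient per group in edgeR. Here the counts before that normalization were used. The 12324 loci with more than 1 CPM (counts scaled to library size) in at least 3 of the 9 libraries were tested, with TMM scaling (factors 0.914 to 1.12) and edgeR's quasi-likelihood F-test over all 9 libraries. Normalized counts are given as CPM with the SD over 3 hens. For a library of this depth, 1 CPM stands for 13.7 to 21.7 counts, and a count of 3 or less is treated as the floor. With 3 hens against 3, an exact two-sided permutation test of a single gene cannot give a p under 0.1. The normalization, the filter on low counts and the test could each change the number of genes found.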

The logarithms of the fold change and associated P-values of treatment differences are depicted in supplementary Table S3 online. The heat map of Spearman correlation between all samples using the normalized counts as expression values is shown in Fig. 1. 

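Spearman correlations across the 12324 loci were computed on log2 CPM for the 36 pairs of libraries, where loci are not independent replicates. They ran from 0.957 (non-manipulated 1 with sham-manipulated 1) to 0.982 (non-manipulated 3 with albumen-deprived 3), with a median of 0.970. The mean over the 9 pairs within a group exceeded the mean over the 27 pairs between groups by 0.000111. Of the 280 ways to divide the 9 libraries into 3 groups of 3, 127 gave a difference at least as large (exact permutation test, one-sided p = 0.454). The highest 3 correlations all joined replicate 3 libraries of different groups, and the best pair within a group (albumen-deprived 2 and 3) came in place 5. The replicate 3 libraries also carry the last 3 library codes. A batch of these codes would hold 1 hen of each group, so the comparison cannot be repeated within it. Replicates 1 and 2 of each group carry the earlier codes, and the comparison was not repeated within those libraries alone. The alternative that moved the lowest correlation most was the use of the deposited FPKM values, with 0.929. Multiplied back by gene length, these values are the authors' normalized counts, and their lowest correlation was 0.956. The drop to 0.929 therefore came with the division by length. Without sham-manipulated replicate 1 the lowest correlation was 0.965. With 1 library left out, the mean within groups minus the mean between groups changed its sign. It ran from -0.000901 (without albumen-deprived replicate 1) to 0.00119 (without sham-manipulated replicate 3).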

The correlation between all samples was very high (>0.95) and the biological replicates did not cluster well together. 

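Of the 12324 loci tested, 21 passed a P-value under 0.001 and a log2-fold change over 1 in either direction in at least 1 of the 3 comparisons, and 11 of these were previously identified genes. Between albumen-deprived and non-manipulated hens there were 6 DE genes (3 higher and 3 lower in the albumen-deprived hens). Between albumen-deprived and sham-manipulated hens there were 13 (10 higher, 3 lower), and between sham-manipulated and non-manipulated hens there were 8 (1 higher, 7 lower in the sham-manipulated hens). For each of these genes the groups compared did not overlap, which was also the case for 8.39%, 12.8% and 9.71% of all loci in the same order, where chance gives 10%. A P-value under 0.001 was found for 8, 22 and 11 loci, against 12.3 expected if no locus differed. A P-value under 0.05 was found for 398, 879 and 651 loci, against 616.2 expected. After Benjamini-Hochberg adjustment of edgeR's P-values, 0 loci were under 0.05 in each comparison, and the smallest adjusted p was 0.0640, 0.226 and 0.109. The smallest P-values belonged to FLVCR2 (chromosome 5 of Galgal4, 37575337 to 37606748). Its normalized count was 17.1 ± 6.55 CPM (SD, n = 3) in non-manipulated, 1.59 ± 0.583 in sham-manipulated and 1.27 ± 0.413 in albumen-deprived hens. Its log2-fold change was -3.75 (SE 0.40) for albumen-deprived and -3.42 (SE 0.39) for sham-manipulated against non-manipulated hens, and both stayed past the cut-off with any 1 library left out. Of the 84 ways to set 3 of the 9 libraries against the other 6, 7 gave some locus as small a P-value. ULK1 (chromosome 15, 2621242 to 2693708) was highest in the albumen-deprived hens, with 18.8 ± 1.45 CPM in non-manipulated, 17.1 ± 3.47 in sham-manipulated and 36.3 ± 3.73 in albumen-deprived hens. Its log2-fold change against sham-manipulated hens was 1.08 (SE 0.16), which fell to 0.95 without sham-manipulated replicate 3 and to 0.99 without albumen-deprived replicate 3. CYP7A1 (chromosome 2, 111724629 to 111733836) was lowest in the sham-manipulated hens, with 56.4 ± 13.5, 16.8 ± 7.15 and 60.3 ± 15.9 CPM in the same order of groups. Among the 5 genes with the smallest P-values of each comparison were also ENSGALG00000026540 (log2-fold changes of -1.69 in albumen-deprived and -1.20 in sham-manipulated against non-manipulated hens), GPC3 (-1.02) and XLOC_020199 (-2.72) in sham-manipulated against non-manipulated hens, and TLR7, which was higher in the sham-manipulated hens (1.46). XLOC_002413 was higher in albumen-deprived than in sham-manipulated hens (2.68). The 3 comparisons gave 15 such values, of which 7 stayed past the cut-off with each library left out and 8 did not, CYP7A1, GPC3, TLR7 and XLOC_020199 among the latter. With 1 library left out the total of 21 ranged from 18 to 30 DE genes. The 6 DE genes against non-manipulated hens became 10 (2 higher, 8 lower) without albumen-deprived replicate 3. They became 5 (0 higher, 5 lower) without non-manipulated replicate 2. The 13 against sham-manipulated hens became 23 (18 higher, 5 lower) without sham-manipulated replicate 2 and 21 (11 higher, 10 lower) without sham-manipulated replicate 3. They became 14 (14 higher, 0 lower) without albumen-deprived replicate 1 and 12 (12 higher, 0 lower) without albumen-deprived replicate 3. The division of the 8 between sham-manipulated and non-manipulated hens into 1 higher and 7 lower did not hold without each library. They became 13 (7 higher, 6 lower) without sham-manipulated replicate 2, 11 (6 higher, 5 lower) without sham-manipulated replicate 3, 5 (0 higher, 5 lower) without albumen-deprived replicate 2, 4 (3 higher, 1 lower) without non-manipulated replicate 1, and 4 (1 higher, 3 lower) without albumen-deprived replicate 1. Without non-manipulated replicate 3, 1 locus had an adjusted p under 0.05 for each of the comparisons with non-manipulated hens. Of the alternatives tried, the paper's pipeline as described moved the total to 95, with the likelihood ratio test and the dispersions of estimateDisp assumed, since the paper's text names neither. On the authors' normalized counts, in fits chosen after seeing the data, the likelihood ratio test gave 98 with the dispersions of estimateDisp. It gave 132 with common, trended and tagwise dispersions and 233 with common and tagwise dispersions. The F-test on these counts gave 18. In the authors' deposited table the same cut-off is passed by 36, 70 and 49 loci, together 125 distinct loci, of which 74 are previously identified.

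**Figure D1:**
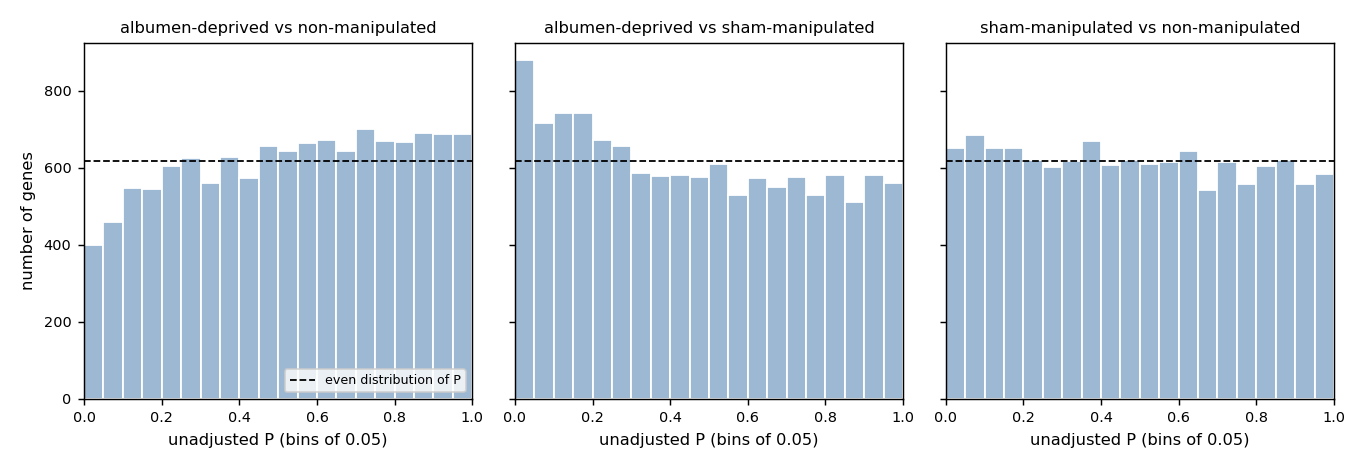
The horizontal axis gives the P-value of edgeR's quasi-likelihood F-test and the vertical axis the number of loci, for the 12324 loci in each of the 3 comparisons. The dashed line at 616.2 is the number per bin if P-values were evenly distributed, and the first bin holds 398, 879 and 651 loci.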

When using P < 0.001 and the log_2_-fold change higher than 1 as cut-off, 156 genes were differentially expressed between the treatments, only 75 of these were previously identified genes (Fig. 2). 

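The 21 DE genes were clustered over the 9 libraries by average linkage on log2 CPM, and the tree was divided into 3 clusters. Of the 9 libraries, 0 fell outside the cluster of their own group, and sham-manipulated replicate 3 was joined with sham-manipulated replicates 1 and 2. Complete linkage, a distance from Spearman correlation, GC-bin and between-sample full quantile normalization, and the 125 DE genes of the authors' deposited table also placed 0 libraries outside their group. The DE genes were selected with the group names of the same libraries. When 100 groupings of the 9 libraries into 3 groups of 3, the real one included, were each clustered on their own DE genes, 80 also placed 0 libraries outside their group.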

A heatmap generated based on these differentially expressed genes is depicted in Supplementary Figure 1 and demonstrates a good separation of the three treatments (except for sample sham 3).

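The glutamate receptor gene GRIN2C, the indoleamine dioxygenase gene IDO2 and the SPAG-4-like gene are the items of interest for the albumen-deprived hens against both other groups. GRIN2C lies on chromosome 18 of Galgal4 from 10769812 to 10777868 in a gene model of 12 exons. Its counts per library were 3, 6 and 3 in non-manipulated, 5, 1 and 10 in sham-manipulated and 21, 51 and 6 in albumen-deprived hens. This is below the filter on low counts, so that it was tested among the authors' 13599 loci. Its normalized count was 0.264 ± 0.123 CPM (SD, n = 3), 0.333 ± 0.308 and 1.55 ± 1.26 in these groups. The log2-fold change was 2.54 (SE 0.89) against non-manipulated and 2.26 (SE 0.86) against sham-manipulated hens, and neither passed the cut-off. Without albumen-deprived replicate 2 the mean of that group was 0.877 CPM. IDO2 lies on chromosome 22 from 2460306 to 2465969 in a model of 10 exons, with 0.704 ± 0.184, 1.02 ± 0.573 and 6.00 ± 5.83 CPM. Its counts in the albumen-deprived hens were 81, 213 and 9, the last within the range of the other groups. The log2-fold change was 3.10 (SE 0.90) against non-manipulated and 2.54 (SE 0.85) against sham-manipulated hens. Neither passed the cut-off. Without albumen-deprived replicate 2 the latter was 1.50. Without albumen-deprived replicate 3 it was 3.07 and the former 3.62, and both passed. The SPAG-4-like gene (ENSGALG00000000443) lies on chromosome 25 from 205888 to 214237 in a model of 8 exons. Its counts were 19, 18 and 7 in non-manipulated, 42, 50 and 13 in sham-manipulated and 3, 1 and 3 in albumen-deprived hens. All albumen-deprived libraries are at the floor, so the gene was at least 5.32-fold lower than in non-manipulated and at least 10.3-fold lower than in sham-manipulated hens. Only the difference from sham-manipulated hens passed the cut-off. It no longer did so without sham-manipulated replicate 1 or 2 or any 1 of the albumen-deprived hens, where its P-value rose to at most 0.00281, or with GC-bin and between-sample full quantile normalization. The smallest edgeR adjusted p of these 3 genes over both comparisons was 0.418, from the quasi-likelihood F-test. Of all loci, 2 passed the cut-off against both other groups, XLOC_007417 (chromosome 2, 96419929 to 96436809) and XLOC_008688 (96423211 to 96426667), and 0 of the 2 were previously identified. The second lies within the span of the first, so that they are not independent. Their log2-fold changes were 2.13 and 2.30 against non-manipulated hens and 3.07 and 3.37 against sham-manipulated hens, with an adjusted p of 0.99995 for each in the former comparison and of 0.226 for each in the latter. Unchanged groups simulated from these libraries gave a median of 1 such locus (0 to 4 in 20 simulations). This number was 0 without non-manipulated replicate 2 or 3 or sham-manipulated replicate 1, and at most 3 without another library.

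**Figure D2:**
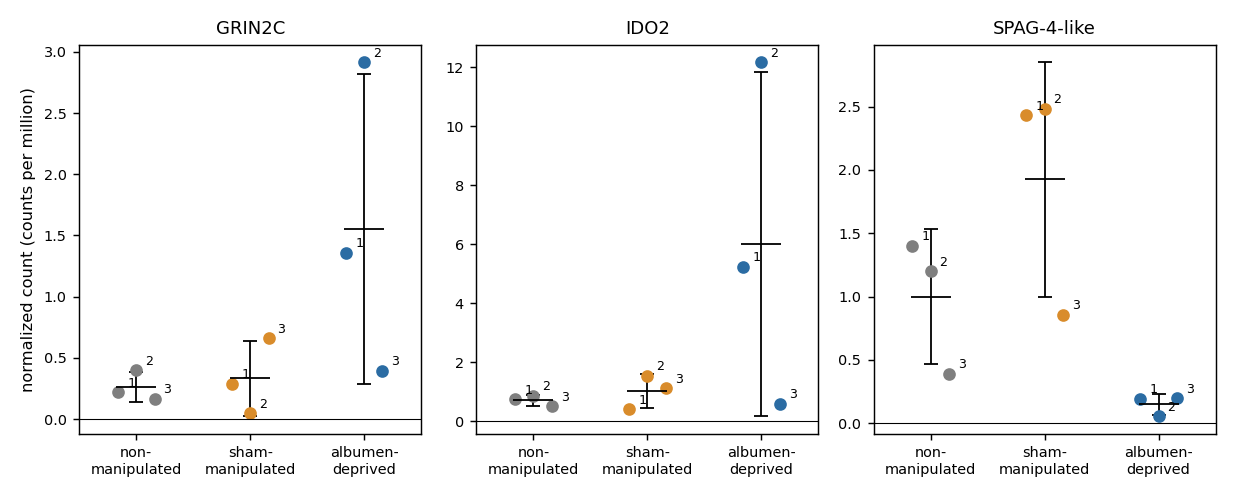
The vertical axis gives the normalized count in CPM and each point is 1 hen with its replicate number, for 3 hens per group. Horizontal bars are group means and whiskers the SD, and albumen-deprived replicate 2 is the highest point for GRIN2C and IDO2.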

Only 3 previously identified genes were differentially expressed between the albumen-deprived hens and both the non-manipulated and the sham-manipulated hens. To proceed with confirmation and validation, an additional 28 previously identified genes where the albumen-deprived hens differed from the sham-manipulated group were included in a list to select genes to validate the RNA-Seq, making a total of 31 genes (Table 1).

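The 31 genes of Table 1 were followed in the counts as deposited, 28 above the filter on low counts and 3 among the authors' 13599 loci. In the albumen-deprived hens 17 were higher and 14 lower than in the sham-manipulated hens, with P-values from 9.94e-05 to 0.0266. The P-value was under 0.01 for 20 of them. The paper chose these genes for a difference between the same libraries, so that small P-values are no independent evidence. For SPAG-4-like and SLITRK4, a group is at the floor. SLITRK4, with counts of 0, 1 and 1 in sham-manipulated and 48, 103 and 0 in albumen-deprived hens, was at least 17.3-fold higher in the albumen-deprived hens, whose mean fell from 3.00 to 1.55 CPM without albumen-deprived replicate 2. The other 29 genes had log2-fold changes of 0.92 to 2.73 where higher and of -2.73 to -0.93 where lower. The cut-off was passed by 3 genes, which were SPAG-4-like, ENSGALG00000008635 (2.73, SE 0.42) and ENSGALG00000009387 (-2.06, SE 0.40, lost in 6 of the 9 fits that each left out 1 library). The smallest adjusted p of the 31 genes over all loci tested was 0.226 in edgeR's quasi-likelihood F-test. Adjusted over the list alone, 31 genes had an adjusted p under 0.05, which is not independent evidence for the same reason. With 1 library left out, 23 of the 28 genes above the filter kept a P-value under 0.05 in all 9 fits. The largest P-values of the other 5 were 0.0973 for IDO2, 0.107 for GATA5 (without albumen-deprived replicate 3, where its log2-fold change fell from 2.65 to 1.38), 0.0525 for IP6K2, 0.0552 for LECT2 and 0.0879 for CKS1B. Without sham-manipulated replicate 2 or albumen-deprived replicate 2 the cut-off was passed by 1 of the 31 genes, and without sham-manipulated replicate 3 by 5. With the likelihood ratio test in place of the F-test it was passed by 10.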

### Confirmation and validation of DE genes of RNA-Seq via qPCR

Half of these 31 genes were selected (15 genes) for technical confirmation covering a range of expression levels and biological functions (Fig. 3). Relative expression levels of the albumen-deprived hens versus the non-manipulated and the sham-manipulated hens (n = 3 per group) are displayed as obtained from the RNA-Seq and qPCR results. The fold change estimates by qPCR and by RNA-Seq were strongly correlated (Pearson correlation coefficient was 0.85). 

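In the RNA-Seq libraries of these hens, 14 of the 15 genes can be given a fold change, and SPAG-4-like has only a limit. The log2-fold changes of the 14 genes ran from -2.11 (LECT2) to 1.48 (NXPH2) for albumen-deprived against sham-manipulated hens, with standard errors of 0.18 to 0.71. Against non-manipulated hens they ran from -1.15 to 0.79.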

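Mean normalized counts over the 9 libraries ran from 0.742 CPM for LRRC3C to 480 CPM for TNFSF10. Besides SPAG-4-like, 5 of the 15 genes had a mean under 10 CPM, which were LRRC3C, LAPTM4B, CKS1B, H2B-I and LECT2. The standard error of their log2-fold change between albumen-deprived and sham-manipulated hens ran from 0.22 to 0.71. For the 9 genes above 10 CPM it ran from 0.18 to 0.42. Across the 14 genes the Spearman correlation between mean count and standard error was -0.490 (permutation p = 0.0786, adjusted p = 0.0983 over 5 relations computed for these genes).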

The genes of which the expression levels did not fully match are the genes with low expression levels, pointing to decreased sensitivity of the RNA-Seq technique at low expression levels.

To validate the biological significance of the 15 DE genes, sample size was increased to 8 samples per group (Table 2). As observed from both the RNA-Seq and the qPCR results, 7 genes (46.7%) (TNFSF10, LAPTM4B, TMEM86A, CKS1B, NXPH-2, LRRC3C and BMF) had differentially expression in the liver of the albumen-deprived hens compared to the sham-manipulated hens (P < 0.1) and were thus validated. 

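Between albumen-deprived and sham-manipulated hens the 7 genes were measured as follows in the 3 sequenced hens per group. TNFSF10 (chromosome 9 of Galgal4, 18759709 to 18770681) had 298 ± 118 CPM (SD, n = 3) in sham-manipulated and 661 ± 24.5 in albumen-deprived hens, with 482 ± 41.9 in non-manipulated hens. Its log2-fold change was 1.15 (SE 0.26, adjusted p = 0.544 from edgeR's quasi-likelihood F-test), and it passed the cut-off without sham-manipulated replicate 1. TMEM86A rose from 217 ± 60.2 to 510 ± 172 CPM, a log2-fold change of 1.23 (SE 0.30, adjusted p = 0.554). BMF rose from 25.0 ± 2.71 to 48.7 ± 11.5 CPM, with a log2-fold change of 0.96 (SE 0.18, adjusted p = 0.418). It passed the cut-off without albumen-deprived replicate 1, with GC-bin and between-sample full quantile normalization, with the paper's pipeline as described and, in fits chosen after seeing the data, with the likelihood ratio test on the authors' normalized counts. NXPH2 rose from 6.90 ± 2.94 to 19.2 ± 8.42 CPM (adjusted p = 0.561). LAPTM4B was lower in the albumen-deprived hens, with 4.18 ± 1.95 against 1.12 ± 0.589 CPM and a log2-fold change of -1.89 (SE 0.60, adjusted p = 0.596). CKS1B had 5.29 ± 3.77 against 2.05 ± 0.328 CPM, a log2-fold change of -1.36 (SE 0.46, adjusted p = 0.609). Sham-manipulated replicate 1 carried much of this, since without it the value was -0.64. LRRC3C, below the filter on low counts, had 1.19 ± 0.445 against 0.422 ± 0.205 CPM and a log2-fold change of -1.48 (SE 0.49, adjusted p = 0.625). The paper's qPCR values for 8 hens per group in Table 2 went in the same direction as the RNA-Seq for 10 of the 15 genes. Across the 14 genes with a fold change, these values of the paper and the RNA-Seq log2-fold changes had a Pearson correlation of 0.539 (permutation p = 0.0501, adjusted p = 0.0884) and a Spearman correlation of 0.653 (permutation p = 0.0145, adjusted p = 0.0724). With SPAG-4-like set at its limit, the 15 genes gave 0.341 (permutation p = 0.212) and 0.514 (permutation p = 0.0530). Genes are not independent replicates, and the p-values were adjusted over 5 relations.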

Eight genes could not be validated. 

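SEMA6D (chromosome 10 of Galgal4, 9389363 to 9419500, a model of 16 exons) had 40.1 ± 3.12 CPM (SD, n = 3) in sham-manipulated, 75.9 ± 12.6 in albumen-deprived and 50.4 ± 13.9 in non-manipulated hens. Its locus also holds the microRNA gga-mir-1744. The log2-fold change between albumen-deprived and sham-manipulated hens was 0.92 (SE 0.20, adjusted p = 0.477 from edgeR's quasi-likelihood F-test). H2B-I (chromosome 1, 48010779 to 48011912, a single exon) had 3.75 ± 0.779, 7.47 ± 1.59 and 5.75 ± 0.605 CPM in these groups and a log2-fold change of 0.99 (SE 0.22, adjusted p = 0.477). Reads of this histone gene could also come from near-identical histone copies, and its model overlaps that of H2A-VII on the other strand, so its count is uncertain. For each of the 2 genes all 3 albumen-deprived hens were above all 3 sham-manipulated hens. With 1 library left out the log2-fold change stayed between 0.85 and 1.05 for SEMA6D and between 0.81 and 1.18 for H2B-I. SEMA6D passed the cut-off without albumen-deprived replicate 1, and H2B-I without sham-manipulated replicate 1.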

Two genes of these (SEMA6D and H2B-I) had significantly increased expression in the albumen-deprived hens compared to the sham-manipulated hens in the RNA-Seq, but were significantly decreased in the qPCR results. Another 6 genes did not display significant differences in the gene expression measured by qPCR.

### Grouping of DE genes according to biological function

The cut-off criteria were loosened (P < 0.005 and Fold change >1.5) to include more DE genes in our analysis to find key metabolic and biological pathways affected by prenatal protein undernutrition by systems biology analysis using Ingenuity Pathways analysis (IPA) software. Only previously identified genes were included, and all DE genes for which the non-manipulated group differed from the sham-manipulated group were excluded as these do not represent effects of prenatal protein undernutrition. 116 DE genes were obtained, for 13 genes albumen-deprived differed from both non-manipulated and sham-manipulated; for 31 genes albumen-deprived differed from non-manipulated and for 88 genes albumen-deprived differed from sham-manipulated group. 

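With these criteria the counts as deposited gave 66 previously identified genes. Before genes that differed between sham-manipulated and non-manipulated hens were left out, and with unidentified loci included, 30 loci passed against non-manipulated and 90 against sham-manipulated hens. Between sham-manipulated and non-manipulated hens 48 loci passed, and 9 genes were dropped for this reason. Of the 66 genes, 17 differed between albumen-deprived and non-manipulated hens (8 higher, 9 lower) and 55 between albumen-deprived and sham-manipulated hens (35 higher, 20 lower). The 6 genes that differed from both groups were ULK1 and FMNL2, which were higher, and BAIAP2, LRAT, PDE11A and SPAG-4-like, which were lower. With 1 library left out, the number of such genes ran from 2 (without sham-manipulated replicate 3) to 8 (without albumen-deprived replicate 3). FMNL2 had log2-fold changes of 0.59 and 0.95 against non-manipulated and sham-manipulated hens, BAIAP2 of -0.59 and -0.64, LRAT of -1.06 and -0.98, and PDE11A of -1.09 and -0.84. Both comparisons share the albumen-deprived libraries, and simulated unchanged groups gave a median of 8 such genes (3 to 15). The number of 66 fell to 41 without albumen-deprived replicate 2, and was 129 with the paper's pipeline as described. On the authors' normalized counts, in fits chosen after seeing the data, the likelihood ratio test gave 133 with the dispersions of estimateDisp. It gave 124 with common, trended and tagwise dispersions and 141 with common and tagwise dispersions. The F-test on these counts gave 63. In 23 of 100 groupings of the 9 libraries, the real one included, as many genes passed. In the authors' deposited table 131 previously identified genes meet the same criteria, 13 of them against both groups, 44 against non-manipulated and 100 against sham-manipulated hens. The paper reasons that a difference between sham-manipulated and non-manipulated hens is no effect of prenatal protein undernutrition, and from the genes left after this exclusion it derives the pathways affected.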

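Table 3 holds 46 gene names, of which 45 are distinct genes after a difference in spelling, and 46 loci that match them passed the filter on low counts. Of these loci, 41 had a P-value under 0.05 in edgeR's quasi-likelihood F-test for albumen-deprived against either other group, and 13 passed the loosened cut-off. Because the paper chose these genes from the same libraries, neither these numbers nor those per function are independent evidence. The 13 were counted under each function of the table. For molecular transport 8 of the 20 listed genes passed (SLC7A10, TNFSF10, MTTP, LRAT, SLC20A2, ABCC9, ULK1 and FOXP2). Small molecule biochemistry had 8 of 16, tissue development 6 of 21 and organ development 6 of 19. For amino acid metabolism 2 of 7 passed (SLC7A10 and GFPT2), for carbohydrate metabolism 2 of 2 (TNFSF10 and GFPT2) and for protein synthesis 2 of 7 (MTTP and ULK1). Embryonic development had 3 of 15 (FOXP2, BMF and LRAT) and reproductive system development and function 3 of 12 (LRAT, BMF and TNFSF10). MTTP was higher in the albumen-deprived hens by 0.69 and 0.51 on the log2 scale, against non-manipulated and sham-manipulated hens. A locus of SLC7A10 was higher by 1.63 (SE 0.44) and GFPT2 was lower, at -1.01, against sham-manipulated hens. Another locus of SLC7A10 (XLOC_003661) did not pass, with 0.14 (SE 0.14) in that comparison. FOXP2 likewise had a locus that passed, at 0.89, and another that did not, at -0.23 (SE 0.51).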

Significantly involved biological pathways are listed in Table 3. Two of these networks had key central genes, interacting with many DE genes. The first was a pathway involved in embryonic development, organ development and organ morphology, including 14 DE genes and had ubiquitin C (UBC) as central gene, whereas the second one was involved in cell cycle and carbohydrate metabolism, including 12 DE genes and had glucocorticoid receptor (NR3C1) and Embryonic lethal, abnormal Vision, Drosophila-like 1 (ELAVL1) as central genes (Fig. 4). None of the three central genes (UBC, NR3C1 and ELAVL1) were differentially expressed in the RNA-Seq dataset.

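NR3C1 (chromosome 13 of Galgal4, 16850612 to 16904983) had 25.3 ± 2.59 CPM (SD, n = 3) in non-manipulated, 24.6 ± 4.44 in sham-manipulated and 25.1 ± 1.73 in albumen-deprived hens. Its log2-fold change for albumen-deprived hens was -0.01 (SE 0.15) against non-manipulated and 0.03 (SE 0.15, adjusted p = 0.985 from edgeR's quasi-likelihood F-test) against sham-manipulated hens. These values lie so near 0 that their sign changed when single libraries were left out, to at most 0.06 without non-manipulated replicate 1 and to -0.11 without sham-manipulated replicate 2. ELAVL1 (chromosome 28, 926339 to 950198) had 78.5 ± 2.95, 78.0 ± 1.55 and 76.3 ± 3.27 CPM, with log2-fold changes of -0.04 and -0.03 (SE 0.10 each).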

### DNA methylation analysis using MeDIP-qPCR

The 9 DE genes of the qPCR (TNFSF10, LAPTM4B, TMEM86A, CKS1B, NXPH-2, LRRC3C, BMF, SEMA6D and H2B-I) were selected for DNA methylation analysis. However, no specific primers for any of the CpG rich fragments of TNFSF10 could be optimised and this gene was therefore excluded from the analysis. In addition, the DNA methylation of the 3 key central regulatory genes (UBC, NR3C1, ELAVL1) identified by the pathway analysis was also examined. For each gene, several CpG rich fragments were examined in the promoter region or around the transcription start site via MeDIP-qPCR (Table 4). The DNA methylation of most of the examined fragments did not display a treatment effect. Only the DNA methylation of fragment (UBC_3) of the UBC gene was affected by treatment (P = 0.0442). The albumen-deprived hens had significantly more DNA methylation in this fragment than the non-manipulated group, whereas the sham-manipulated group had an intermediate value (Fig. 5).

## Discussion

The aim of the present study was to identify differences in gene expression using RNA-Seq and find pathways long-term affected by prenatal protein undernutrition by albumen removal in the liver of the chicken. In addition, it was investigated whether alterations in gene expression coincide with changes in DNA methylation (MeDIP-qPCR).

A first striking observation of the RNA-Seq dataset was the very high correlation between normalized counts as expression levels between all samples (Spearman correlation >0.95), as demonstrated by the heat map in Fig. 1. This shows that both within as well as between treatments’ differences in expression were very small and all samples were very similar. Indeed, posthatch environmental conditions were the same for all groups and therefore differences should only be due to the nutritional programming performed during embryonic development. A possible explanation for the small differences is that the treatments were applied early during embryonic development and measurements were performed in adulthood. The time span between treatment and sampling was nearly 58 weeks. Hence, treatment differences might have been much larger if measurements would have been performed earlier in life. However, at hatch, 2-D DIGE results revealed only 8 differential protein spots between the albumen-deprived hens and either the non-manipulated or the sham-manipulated hens or both^5^. Perhaps, other organs than the liver such as the hypothalamus are the sites of major changes in gene expression causing the phenotypic differences. Indeed, the hypothalamus functions as the center of regulation of energy and feed intake and is therefore a good candidate for future research.

Using P < 0.001 and log_2_-fold change >1 as cut-off to determine DE genes in RNA-Seq analysis, 3 genes were DE between the albumen-deprived and both the non-manipulated and sham-manipulated group, 39 between the albumen-deprived and the sham-manipulated and 21 between the albumen-deprived and the non-manipulated group (Fig. 2). To our knowledge, no published studies have examined the effect of low protein diet in mammalian models on the offspring via RNA-Seq. Previously, the effect of low protein diet during gestation on the offspring has been analyzed by microarray in the liver of mouse^16^ and rat^17^. In adult rat offspring (day 84), only a small number of genes was affected, 222 genes were upregulated, whereas 89 were downregulated (False discovery rate <0.05; fold change ≥1.5)^17^, although this number was much larger than in the present study. This could point at a distinction between application of strictly nutritional effects and involvement of secondary maternal effects. In addition, in these mammalian models the reduction in protein content in the diet is frequently accompanied by an increase in carbohydrates (e.g. glucose, sucrose or starch) as the diets need to be isocaloric. Therefore, observed effects might just as well be effects of carbohydrate overload instead of protein restriction^18^. Technical arguments to explain the low number of DE genes include lack of annotation of certain genes in the chicken. Indeed, from the present dataset 156 genes were differentially expressed, but only 75 of these were annotated in the databank. Although many of these ‘novel genes’ are probably mapping artefacts, some of these might represent true new genes. RNA-Seq datasets will become very important in the near future to improve the annotation of the chicken genome and identify more genes.

Expression of 15 DE genes of the RNA-Seq dataset was validated using qPCR. Technically (n = 3), a strong correlation between results from both techniques could be seen. The genes of which the expression levels did not fully match are the genes with low expression levels, pointing to decreased sensitivity of the RNA-Seq technique at low expression levels. Biologically (n = 8), however, only half of the DE genes showed the same results using qPCR. This is in agreement however with the level of consistency observed in other studies^19^. The differences between both techniques may be ascribed to several factors such as interindividual variation as liver samples were collected from different chickens. Many publications of genome-wide expression studies lack validation, which may provide misleading conclusions.

DE genes (P < 0.005 and fold change >1.5) were grouped to find key metabolic and biological pathways affected by prenatal protein undernutrition using systems biology analysis (Ingenuity Pathways analysis (IPA) software). Seven important physiological system development and functions were affected by the applied treatment. These pathways include ‘embryonic and organismal development’, ‘organ morphology and development’, ‘tissue development’ and ‘reproductive system development and function’, as expected by applying a treatment early during embryonic development. These results are in agreement with our previously published data on both the peri- and postnatal development of the albumen-deprived hens^5^,^6^,^7^,^11^. Although no differences were detected in one-day-old chick weight, the proportional carcass weight and the water content of the carcass were increased in the albumen-deprived group^5^. In addition, on embryonic day 20, the plasma thyroxine (T_4_) concentration was reduced for the albumen-deprived group, indicating a decreased metabolic rate. Body weight and feed intake were reduced during the young to juvenile phase, whereas at adult age the body weight either decreased or increased depending on the posthatch environmental conditions^7^,^11^. These results are probably the consequence of differences in embryonic development. Still, it is remarkable that this effect was still apparent at adult age. In agreement, maternal protein restriction in the rat offspring affected the ‘developmental process’ as biological pathway process^17^.

Genes involved in the ‘reproductive system development and function’ pathway were also demonstrated to be affected. Irrespective of posthatch body weight, the reproductive performance of the albumen-deprived hens was seriously diminished as reflected in both a reduced number and weight of the eggs^7^,^11^. Moreover, these eggs had a different composition (increased proportional yolk and decreased proportional albumen) and were of inferior quality as more second grade eggs were laid by the albumen-deprived group^11^. The reduced reproductive performance is in agreement with the study of Rae *et al.* linking prenatal undernutrition of ewes to diminished ovulation rate of offspring in adult life^20^.

Additionally, several molecular and cellular functions were affected: ‘amino acid metabolism’, ‘molecular transport’, ‘small molecule biochemistry’, ‘cell death and survival’, ‘cell-to-cell signaling and interaction’, ‘carbohydrate metabolism’ and ‘protein synthesis’. Lillycrop *et al.* also found altered molecular functions due to prenatal protein undernutrition in rats: receptor binding, tetrapyrrole binding, and UDP-glycosyltransferase activity, cation and anion transmembrane transporter activity, growth factor activity and ATPase activity^17^. Genes with a wide range of functions were demonstrated to be altered in the present study, which is consistent with our previous studies demonstrating a wide range of both physiological and metabolic alterations. By partial albumen replacement with saline, the embryonic protein availability was decreased and therefore changes in the expression of genes related to the amino acid metabolism could be expected. Moreover, changes in amino acid metabolism were also observed by screening for differential protein abundances in the liver of newly hatched chicks. Affected pathways included valine, methionine, glutamate and cysteine degradation^5^, although the precise genes/proteins affected differed between these two studies. In this respect, changes in protein synthesis were also inferred. A previous study from our group also found indications of an altered protein metabolism in broilers treated by albumen removal before incubation, suggesting a transient increase in muscle proteolysis^10^. Although these results may be interpreted as ordinary and expected, it provides evidence that the applied treatment creates strictly nutritional changes.

Another affected pathway was the ‘carbohydrate metabolism’, although few genes were represented here. However, changes in glucose metabolism have been demonstrated before by differential protein abundances in the liver of newly hatched chicks. Affected pathways included the gluconeogenesis, the tricarboxyl acid cycle and pyruvate fermentation to lactate^5^. Furthermore, the albumen-deprived hens exhibited reduced glucose tolerance at 10 weeks of age possibly by a decreased insulin production or increased insulin resistance. However this difference disappeared at adult age due to age-related loss of glucose tolerance in the chicken^7^. Also, in mammalian maternal low protein models, differences in gene expression involved in the carbohydrate metabolism were observed. In rat dams, fed a protein-restricted diet, an increase of the regulatory enzyme of the gluconeogenesis phosphoenolpyruvate carboxykinase PCK1 mRNA and increased activity was detected in liver of the progeny until 11 months of age, suggesting that programming of the metabolism also extends to the regulation of gene expression^21^.

In offspring from low-protein-diet rat models, alterations in DNA methylation were observed in association with changes in gene expression^13^,^14^. In the present study, a screening of the DNA methylation of the 9 DE genes and the three key central genes (UBC, NR3C1 and ELAVL1) was performed by MeDIP-qPCR. The data suggest that DNA methylation of fragment UBC_3 of the ubiquitin C (UBC) gene is increased in the albumen-deprived hens compared to the non-manipulated hens. The fact that the gene expression in this region did not differ in the RNA-Seq experiment does not exclude the possibility that these changes in DNA methylation could be related with distal regulation of other genes. The fragment is located around the transcription start site, starting from 31 bp upstream of the 5′-UTR (Untranslated Region) to 155 bp into this region and 553 bp upstream of the translation start codon (CTG) (Fig. 5). 14 CpG’s are contained within this fragment and one or more of these CpGs have increased methylation in the albumen-deprived hens. Ubiquitin C is one of the genes that produces ubiquitin, the precursor of polyubiquitin. Ubiquination is associated with protein degradation, DNA repair, cell cycle regulation, kinase modification, endocytosis, and regulation of other cell signaling pathways. Since the present study only performed a DNA methylation analysis biased towards specific genes, a genome-wide approach will be needed in order to determine the real extent of changes in DNA methylation that could be generated as result of the experimental treatment used. Moreover, other epigenetic modifiers such as histone modification or microRNA could be examined, as demonstrated in a low protein rat model^22^,^23^.

## Conclusions

In conclusion, the present results demonstrate for the first time that prenatal protein undernutrition by albumen removal leads to long-term alterations of the hepatic transcriptome in the chicken. As expected, pathways involved in embryonic development were affected by this treatment. In addition, changes in amino acid metabolism and protein synthesis prove the efficacy of the application of strictly nutritional effects. Limited effects of DNA methylation were observed in the regulation of the currently examined DE genes.

## Methods

### Ethics statement

All experiments were conducted in strict accordance with the European Communities Council Directive (2010/63/EC) and were approved by the Institutional Ethical Committee of KU Leuven (P002–2012).

### Chickens

The set-up of this experiment was previously described by^7^. More information on the technique of albumen removal is available in^11^. In brief, fertilized Isa Brown layer-type eggs (Vepymo, Poppel, Belgium) were randomly divided over the three treatments and incubated together. After one day of incubation, a hole was drilled in the egg, 3 ml of outer thin albumen was removed using a needle and syringe and replaced by about the same volume of sterile saline, followed by sealing of the hole using a drop of paraffin (albumen-deprived group). A sham-manipulated group was mock-treated similar to the albumen-deprived group, except for the actual albumen removal and saline injection. A third group received no treatment (non-manipulated group). A discussion of the technique of albumen removal can be found in^10^,^11^. After hatch, only the female chicks were reared in floor pens with wood shavings as litter until 55 weeks of age. All floor pens were located in one environmentally controlled room. Room temperature was initially set at 34 °C and was gradually decreased until 20 °C at 5 weeks of age. This temperature was maintained until 55 weeks of age. A 23 h light cycle was initially provided and gradually decreased to 10 h at 6 weeks. At 14 weeks, the light cycle was gradually prolonged to 15 h at 19 weeks to stimulate sexual maturation. The hens received soy-wheat-corn based diets *ad libitum* formulated according to the developmental requirements based on the Isa Brown Management Guide (Research Diet Services, Wijk bij Duurstede, the Netherlands)^11^. At 55 weeks of age, the laying hens were killed and 8 liver samples per group were randomly collected and snap frozen in liquid nitrogen before storage at −80 °C. Frozen liver tissue was homogenized by grinding into powder in liquid nitrogen before use.

### Genome-wide screening for differential gene expression using RNA-Seq

#### RNA isolation

Total RNA was extracted from approximately 50 mg of crushed liver collected from hens at 55 weeks of age (n = 8 per group) as previously described by^5^. The RNA concentration and quality (260/280 ratio) was measured using UV-spectroscopy (Implen, Westburg, Leusden, The Netherlands). The integrity of the RNA was electrophoretically verified. In addition, integrity of RNA samples used for RNA-Seq was checked on the BioAnalyzer (Agilent Technologies, Santa Clara, CA, USA).

#### Sequencing and quality control of the reads

The sequencing was performed in collaboration with the Genomics Core of the UZ Leuven (Belgium). Samples (n = 3 per group, 2 μg RNA) were prepared by TruSeq library preparation (RS122, Illumina, San Diego, CA, USA) to generate single end unstranded sequencing libraries, according to the manufacturer’s recommendations. Sequencing of all samples was carried out in 1 lane of 1 flow cell on the HiSeq2000 (Illumina), using single end chemistry with read lengths of 50 base pairs. Between 17.3 and 26.5 million reads were sequenced for each sample. The quality of the reads was checked using the FASTQC software (Illumina). All the reads passed the Phred score (≥28).

#### Data analysis of the RNA-Seq data

Data analysis was performed in collaboration with the Nucleomics Core of the VIB (Belgium). Reads were mapped to the chicken genome (Galgal4.71) using TopHat (v2.0.8b)^24^. Quality filtering was performed with SAMtools (0.1.19–44428cd) removing all reads from the alignment that are non-primary mappings or have a mapping quality ≤ 20^25^. The number of mapped reads varied between 16 and 24.8 million reads per sample as calculated by Picard (1.92) (BroadInstitute) resulting in a mapping efficiency of approximately 93%. Per sample, the transcripts were identified from the mapping with Cufflinks v2.1.1^26^. With the Cuffmerge tool, all per-sample transcript lists were merged together with the reference annotation into one file. With Cuffcompare, the identified transcripts were matched with known transcripts and genes, based on overlapping coordinates on the reference genome. About 22.1% novel loci were identified, resulting in a total of 22,082 genes. The number of reads in the alignments that overlap with the gene features were counted using HTSeq-count (0.5.4p3)^27^. The reads that could be attributed to more than one gene (ambiguous, about 1.3 million per sample) or could not be attributed to any gene (no feature, about 1.1 million per sample) were not counted. Exclusion caused by ambiguity excluded about 6.9% and no feature about 6.1% of the mapped reads per sample. The 8,483 genes that had less than 1 counts-per-million were considered ‘absent’ and therefore removed from the dataset^28^. As such, 13,599 genes were left. Per sample, GC-content was corrected using full quantile normalization on bins of GC-content with the EDASeq package from Bioconductor^29^ for within-sample normalization. Between-sample normalization was carried out to correct for library size and RNA composition, as it is known that these are sources of large variation, using full quantile normalization with the EDASeq package from Bioconductor^30^. The statistical modeling assumed the design of the experiment as log (Count) = β_1_ × non-manipulated + β_2_ × sham-manipulated + β_3_ albumen-deprived. For each gene, the coefficients β were estimated with the EdgeR package (3.2.3)^31^ of Bioconductor, by fitting a negative binomial generalized linear model (GLM)^28^. The following comparisons were tested: non-manipulated vs. albumen-deprived, sham-manipulated vs. albumen-deprived and sham-manipulated vs. non-manipulated. Differentially expressed genes were selected for confirmation by qPCR based on the criteria that the p-value should be < 0.001 combined with a cut-off fold change of 2 or absolute log_2_-ratio larger than 1^32^.

### Identification of relevant biological pathways

A list of differentially expressed genes for pathway analysis was created by selecting the differentially expressed transcripts with P < 0.005 and fold change >1.5. This list of differentially expressed genes between the albumen-deprived hens and both non-manipulated and sham-manipulated hens or only the sham-manipulated hens was imported into the Ingenuity Pathway Analysis (IPA; Ingenuity Systems, Redwood City, CA, USA) to identify biological interactions between the gene products. The biological interaction scores were defined by the IPA statistical algorithm based on its knowledge base, and the P value was calculated according to Fisher’s exact test.

### Confirmation and validation of RNA-Seq results via qPCR

#### DNase treatment and reverse transcription

RNA samples (n = 8 per group) were DNase treated with RQ1 RNase-Free DNase (M6101, Promega, Fitchburg, WI, USA), according to the manufacturer’s instructions. The RNA was transcribed into cDNA using the Reverse Transcription system (A3500, Promega, Madison, WI, USA). Denaturation was performed for 3 min at 80 °C followed by 45 min at 42 °C for the reverse transcription. The reaction was terminated by heating the samples for 5 min at 95 °C.

#### Primer design

The primer design was described previously^5^. In supplementary Table S1 online, all primers are listed, both for reference genes and the genes of interest. All measurements were performed in the linear range of amplification with correlation coefficient >0.99. Final primer concentration was 0.3 μM for all primer pairs, except for BMF, where 0.15 μM was used.

#### qRT-PCR

Quantitative real-time PCR (qRT-PCR) measurements were performed as described previously^5^. For the analysis of the qRT-PCR output, the 2^−ΔΔCT^ method of relative quantification was used^33^. Expression of genes was normalized to the geometric average of the two references genes: β-actin (ACTB) and peptidylprolylisomerase D (PPID).Technical confirmation results were based on the same three samples as used in the RNA-Seq, whereas in the biological validation the sample size was increased to 8 samples per group.

### Methylated DNA immunoprecipitation and quantitative real-time PCR (MeDIP-qPCR)

#### Genomic DNA isolation

One ml of SNET buffer (1% SDS; 0.4M NaCl; 5 mM EDTA; 20 mM Tris.HCl pH 8.0) and 20 μl of Proteinase K (00120437, Thermo Scientific, Waltham, MA, USA) was added to 100 mg of homogenized liver tissue and incubated overnight in a water bath at 56 °C. The next day 1 ml of a phenol: chloroform: isoamyl alcohol 25:24:1 mixture (A0889, AppliChem, Darmstadt, Germany) was added and thoroughly vortexed. After centrifugation (14,000 rpm, 10 min, 4 °C), the top layer was transferred to a new tube and the process of adding, vortexing and centrifugating was repeated several times with addition of subsequently 1 ml of the phenol: chloroform: isoamyl alcohol 25:24:1 mixture and 1 ml of chloroform (1.02445, Merck Millipore, Readington Township, NJ, USA). Finally, 1 ml of isopropanol (20842, Prolabo, VWR, West Chester, PA, USA) was gently mixed with the top layer, centrifuged (14,000 rpm, 5 min, 4 °C) and the resulting supernatant was discarded. The DNA pellet was washed with 500 μl 70 ethanol (14,000 rpm, 5 min, 4 °C) and the pellet was dissolved in 150 μl milliQ water. The DNA concentration and purity was measured on a NanoDrop 1000 Spectrophotometer (Thermo Scientific, Waltham, MA, USA).

#### Shearing of genomic DNA

6 μg of genomic DNA was diluted in 30 μl milliQ and subsequently fragmented by sonication in icecold water in the Biorupter (Diagenode, Liège, Belgium) for 1 to 4 cycles of 15 times 10 sec ON–10 sec OFF (and briefly spinned down after each cycle) until the fragment size was between 100–600 bp, with the majority of the fragments around 250 bp. Fragment size was verified by electrophoresis on a 2% agarose gel (A9539, Sigma-Aldrich, St. Louis, MO, USA).

#### Methylated DNA immunoprecipitation (MeDIP)

This method was previously described by^34^. 5.5 μg of fragmented genomic DNA was diluted to 400 μl in TE buffer (10 mM Tris.HCl pH 7.5, 1 mM EDTA) and denatured for 10 minutes at 95 °C, followed by immediate cooling on ice for 5 minutes. 100 μl of 5X IP buffer (50 mM Na.H_2_PO_4_ pH 7, 0.7M NaCl, 0.4 mM Triton X-100) and 2.5 μl 5-mC monoclonal antibody (C15200006, Diagenode) were added and incubated overnight on a rotating platform at 4 °C. Protein A/G PLUS-Agarose Immunoprecipitation Reagent (sc-2003, Santa Cruz Biotechnology, Inc, Dallas, TX, USA) was pre-washed with 0.1 mg/ml BSA in 1X PBS and resuspended in 40 μl IP buffer. Beads were added to the DNA-antibody complex and incubated for 2 h on a rotating platform at 4 °C. Beads bound to the DNA-antibody complex were washed 3 times with 1 ml 1X IP buffer. To release the methylated DNA from the beads, the beads were resuspended in 250 μl digestion buffer (50 mM Tris.HCl pH 8, 10 mM EDTA, 0.5% SDS), 3.5 μl proteinase K (00120437, Thermo Scientific) and incubated overnight on a rotating platform at 55 °C. The methylated DNA was purified by first mixing with 250 μl phenol solution (P4557, Sigma-Aldrich) and centrifugation (14,000 rpm, 5 min, room temperature) and repeating this with addition of 250 μl chloroform:isoamyl alcohol (24:1, C0549, Sigma-Aldrich). Washing was performed by addition of 2 μl GlycoBlue Coprecipitant (AM9515, Applied Biosystems, Foster City, CA, USA), 20 μl 5M NaCl and 500 μl 99.5% icecold ethanol and placement at −20 °C for at least 1 hour. After centrifugation (14,000 rpm, 15 min, 4 °C), the supernatant was removed and the pellet was washed with 500 μl of icecold 70% ethanol and centrifuged again. The pellet was resuspended in 30 μl milliQ. The DNA concentration was measured on the NanoDrop 1000 Spectrophotometer (Thermo Scientific). The yield was about 10–30 ng/μl.

#### Whole Genome amplification

30 ng of each MeDIP sample was amplified using the GenomePlex Complete Whole Genome Amplification kit (WGA2, Sigma-Aldrich) according the manufacturer’s instruction, except no fragmentation was performed, as the samples were already sonicated. After amplification, the DNA was cleaned using the GeneJET PCR Purification kit (K0701, Thermo Scientific). The DNA concentration was measured on the NanoDrop 1000 Spectrophotometer (Thermo Scientific) and the samples were diluted to 20 ng/μl.

#### Selection of CpG rich regions around transcription start site of interesting genes and primer design

For each gene of interest, several CpG rich (>4 CpG’s) fragments (150–200 bp) were selected in the promoter region (5000 bp upstream of transcription start site) and around the transcription start site and the corresponding primers for these fragments were designed (supplementary Table S2 online) using Primer Designing Tool (NCBI). The primers were purchased from Life Technologies (Carlsbad, CA, USA) and verified as described previously.

#### Quantitative real-time PCR (qPCR)

Quantitative real-time PCR (qRT-PCR) measurements were performed in triplicate using the LightCycler480 qPCR machine (Roche Applied Science, Penzberg, Germany). For every reaction, 5 μl of LightCycler 480 SYBR Green I Master Mix (04 887 352 001, Roche), 0.5–1 μM of forward and reverse primer, 2.5 μl of DNA (20 ng/μl) and milliQ to a final volume of 10 μl were added together in a 96-well plate (LightCycler 480 96 Multiwell Plate white, 04 729 692 001, Roche) and sealed with LightCycler 480 Sealing Foil (04 729 757 001, Roche). The PCR reaction program began with 5 min heating at 95 °C followed by 45 cycles of 10 sec at 95 °C, 20 s at 60 °C and 30 sec at 72 °C. In addition, a melting curve analysis was performed to check the specificity of the primers (5 seconds at 95 °C, 1 minute at 55–60 °C, temperature gradually increased until 97 °C is reached).

### Statistical Analysis

qPCR and MeDIP-qPCR data were processed with the statistical software package SAS version 9.3 (SAS Institute Inc., Cary). The gene expression values (2^−ddCt^) and Ct values of the MeDIP-qPCR were analyzed using one-way ANOVA with treatment (non-manipulated, sham-manipulated and albumen-deprived) as independent variable. When a significant effect of treatment was demonstrated, the means were further compared by a posthoc Tukey’s test. All data are shown as mean ± SEM.

## Additional Information

**Data availability**: The data sets supporting the results of this article are available in the NCBI's Gene Expression Omnibus repository35, and are available through GEO Series accession number GSE57938 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE57938).

**How to cite this article**: Willems, E. *et al.* Differential Expression of Genes and DNA Methylation associated with Prenatal Protein Undernutrition by Albumen Removal in an avian model. *Sci. Rep.* **6**, 20837; doi: 10.1038/srep20837 (2016).

## Supplementary Material

Supplementary Information

Supplementary Table S3

## Figures and Tables

**Figure 1:**
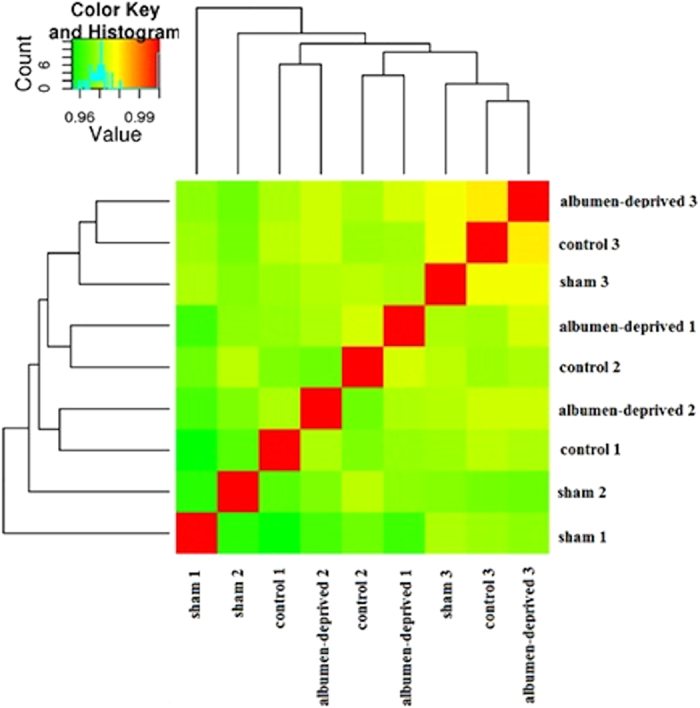
Correlation between biological replicates. Heat-map of Spearman’s correlation of the normalized counts as expression levels from all samples compared against each other, represented by a colored field ranging from green (0.95) to red (1).

**Figure 2:**
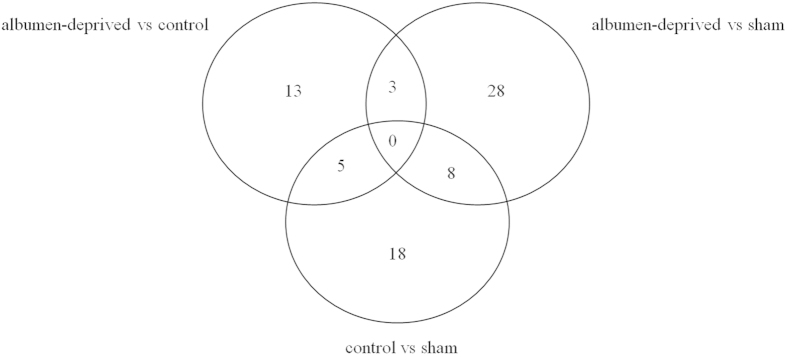
Venn-diagram showing 75 significantly differentially expressed (DE) genes. Genes are DE between the non-manipulated, sham-manipulated and albumen-deprived hens, including only previously identified genes. DE genes were filtered with a cut-off of P-value <0.001 and log_2_-fold change >1.

**Figure 3:**
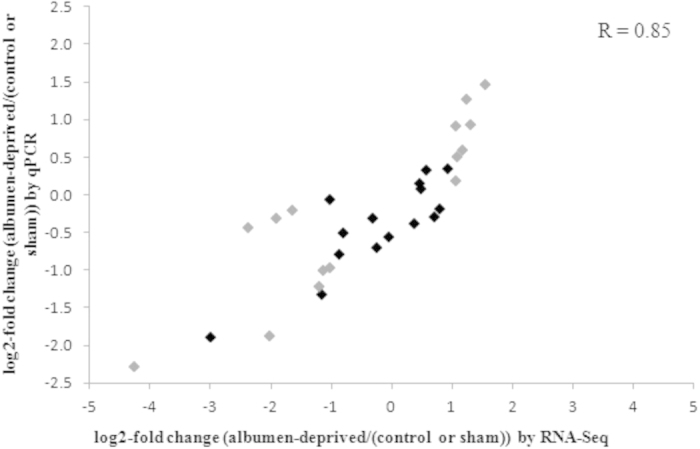
Correlation between RNA-Seq and qPCR results for 15 DE genes. The log_2_-fold change between the albumen-deprived hens and the non-manipulated (black box) and sham-manipulated hens (grey box) is displayed for both the RNA-Seq results as obtained from edgeR and the qPCR results obtained from the 2^−ddCt^ method. The Pearson’s correlation coefficient between relative expression levels is displayed.

**Figure 4:**
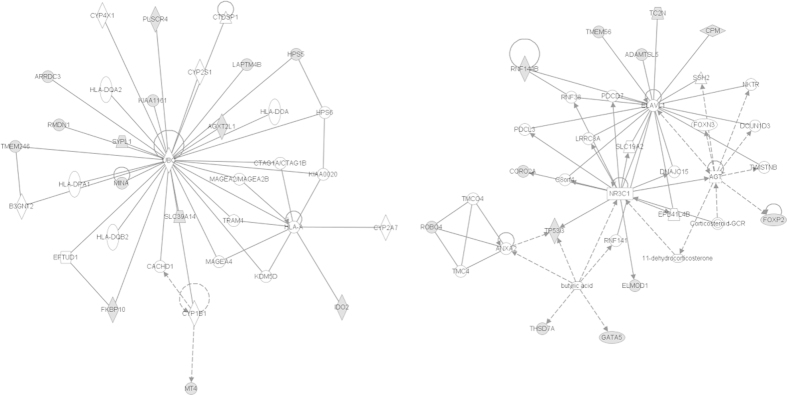
Grouping of DE genes according to biological function. Differentially expressed genes (P < 0.005 and fold change >1.5) are grouped with Ingenuity Pathway Analysis to identify affected pathways and key central regulatory genes. (**A**) Pathway involved in Embryonic development, organ development and organ morphology. (**B**) Pathway involved in Cell cycle and carbohydrate metabolism. Grey genes are identified as DE genes in RNA-Seq: 14 and 12 DE genes in the two pathways, respectively.

**Figure 5:**
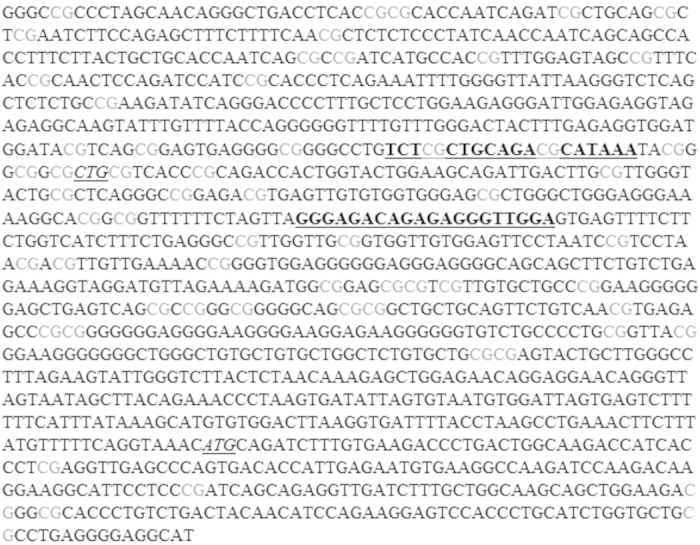
Part of the promoter sequence of UBC and the primer sequence of UBC_3 (depicted bold and underlined). The qPCR fragment is located around the transcription start site (CTG, italic underlined), starting from 31 bp upstream of the 5′-UTR (Untranslated Region) to 155 bp into this region and 553 bp upstream of the translation start codon (ATG, italic underlined). In the PCR fragment of the UBC_3 primers there are 14 CpG sites, of which one or more have differential methylation.

**Table 1:** List of differentially expressed genes from RNA-Seq.

	Gene	Description	Accession	log_2_-fold change			P value		
				C vs. A	S vs. A	C vs. S	C vs. A	S vs. A	C vs. S
**C≠A; S≠A**	GRIN2C	glutamate receptor	ENSGALG00000027415	3.98	3.53	0.45	0.00018	0.00065	NS
	IDO2	indoleamine 2,3-dioxygenase2	ENSGALG00000024085	3.91	3.22	0.69	0.00001	0.00020	NS
	*SPAG-4 like*	sperm-associated antigen 4-like	ENSGALG00000000443	−3.03	−4.28	1.25	0.00021	0.00000	NS
**S≠A**	*H2B-I*	histone H2B 1/2/3/4/6	ENSGALG00000027174	0.35	1.04	−0.69	NS	0.00059	NS
		uncharacterized protein	ENSGALG00000008635	1.01	2.51	−1.49	NS	0.00001	NS
	H2A-VII	histone H2A-IV	ENSGALG00000027113	0.66	1.06	−0.41	NS	0.00034	NS
	*SEMA6D*	semaphorin 6D	ENSGALG00000004844	0.69	1.07	−0.38	NS	0.00012	NS
	*HERPUD1*	homocysteine-inducible, endoplasmic reticulum stress-inducible, ubiquitin-like domain member 1	ENSGALG00000001220	−0.34	−1.21	0.87	NS	0.00003	NS
	IP6K2	inositol hexakisphosphate kinase 2	ENSGALG00000005701	0.41	1.07	−0.66	NS	0.00092	NS
	*SLC6A6*	sodium- and chloride-dependent taurine transporter	ENSGALG00000006425	0.76	1.16	−0.40	NS	0.00060	NS
	PROK2	prokineticin 2	ENSGALG00000007785	−0.91	−2.93	2.02	NS	0.00083	NS
	*LECT2*	myeloid protein 1 precursor	ENSGALG00000006323	−1.17	−2.03	0.87	NS	0.00038	NS
	TMEM116	transmembrane protein 116	ENSGALG00000004760	0.40	1.03	−0.63	NS	0.00052	NS
	*LAPTM4B*	lysosomal protein transmembrane 4 beta	ENSGALG00000028628	−0.90	−1.92	1.02	NS	0.00071	NS
	GATA5	transcription factor GATA-5	ENSGALG00000005352	2.55	3.42	−0.87	NS	0.00012	NS
			ENSGALG00000000850	−0.89	−1.83	0.94	NS	0.00066	NS
	*CKS1B*	CDC28 protein kinase regulatory subunit 1B	ENSGALG00000028664	−1.04	−1.65	0.61	NS	0.00047	NS
	*LRRC3C*	leucine rich repeat containing 3C	ENSGALG00000026789	−0.83	−2.39	1.56	NS	0.00073	NS
		uncharacterized protein	ENSGALG00000010993	0.67	1.46	−0.79	NS	0.00007	NS
	GAL7	gallinacin-7	ENSGALG00000022817	−0.92	−1.87	0.95	NS	0.00071	NS
	GAL2	gallinacin-2	ENSGALG00000016669	−1.36	−2.47	1.10	NS	0.00004	NS
	*GJA1*	gap junction alpha-1 protein	ENSGALG00000014873	−0.27	−1.15	0.87	NS	0.00025	NS
	SLITRK4	SLIT and NTRK-like family, member 4	ENSGALG00000007242	1.31	4.45	−3.14	NS	0.00009	NS
	*TMEM86A*	transmembrane protein 86A	ENSGALG00000006358	0.91	1.29	−0.38	NS	0.00078	NS
		uncharacterized protein	ENSGALG00000009387	−1.08	−2.26	1.18	NS	0.00038	NS
	*BMF*	bcl-2-modifying factor	ENSGALG00000014537	0.46	1.04	−0.58	NS	0.00002	NS
	TC2N	tandem C2 domains, nuclear	ENSGALG00000010738	1.04	1.37	−0.32	NS	0.00043	NS
	*NXPH2*	neurexophilin 2	ENSGALG00000029083	0.55	1.54	−0.99	NS	0.00009	NS
	*GLUL*	glutamine synthetase	ENSGALG00000003678	−0.08	−1.04	0.96	NS	0.00061	NS
	*TNFSF10*	tumor necrosis factor ligand superfamily member 10	ENSGALG00000009179	0.44	1.23	−0.80	NS	0.00064	NS
	HMCN1	hemicentin 1	ENSGALG00000005141	−0.57	−1.49	0.92	NS	0.00017	NS

Cut-off criteria were P < 0.001 and log_2_-fold change > 1 between the albumen-deprived hens and the non-manipulated and sham-manipulated hens (3 genes) or between the albumen-deprived hens and the sham-manipulated hens (28 genes). Genes in italic were selected for measurements of gene expression via qPCR.

**Table 2:** Biological validation of RNA-Seq results.

	Gene	qPCR (2^−ddCt^)			P-value	Validated?
		non-manipulated	sham-manipulated	albumen-deprived		
**C≠A; S≠A**	SPAG4like	1.00 ± 0.27	0.56 ± 0.23	0.75 ± 0.17	NS	No
**S≠A**	TNFSF10	1.00 ± 0.13^b^	0.69 ± 0.09^b^	1.40 ± 0.07^a^	0.0006	Yes
	LAPTM4B	1.00 ± 0.16^ab^	1.96 ± 0.62^b^	0.50 ± 0.09^a^	0.0520	Yes
	TMEM86A	1.00 ± 0.07^ab^	0.93 ± 0.15^b^	1.42 ± 0.16^a^	0.0489	Yes
	CKS1B	1.00 ± 0.12^ab^	1.74 ± 0.39^a^	0.96 ± 0.08^b^	0.0777	Yes
	NXPH2	1.00 ± 0.08^a^	0.45 ± 0.07^b^	1.06 ± 0.20^a^	0.0091	Yes
	LRRC3C	1.00 ± 0.14^ab^	1.68 ± 0.45^a^	0.70 ± 0.10^b^	0.0776	Yes
	BMF	1.00 ± 0.10^ab^	0.74 ± 0.08^b^	1.32 ± 0.12^a^	0.0048	Yes
	SEMA6D	1.00 ± 0.17^ab^	1.70 ± 0.50^a^	0.63 ± 0.08^b^	0.0916	No
	H2B-I	1.00 ± 0.16^ab^	2.12 ± 0.68^a^	0.67 ± 0.08^b^	0.0681	No
	GLUL	1.00 ± 0.14	1.20 ± 0.23	1.13 ± 0.12	NS	No
	HERPUD1	1.00 ± 0.10	1.38 ± 0.36	1.17 ± 0.29	NS	No
	SLC6A6	1.00 ± 0.11	1.18 ± 0.21	1.03 ± 0.06	NS	No
	LECT2	1.00 ± 0.29	1.33 ± 0.33	0.65 ± 0.16	NS	No
	GJA1	1.00 ± 0.11	0.94 ± 0.11	0.97 ± 0.12	NS	No

Gene expression of selected DE genes (P < 0.001 and log_2_-fold change >1) were measured in 8 samples per treatment via qPCR. ^a,b^treatment means with different superscript are significantly different (P < 0.1).

**Table 3:** Identification of relevant biological pathways affected by prenatal protein undernutrition by albumen removal in the chicken.

Molecular and cellular functions	Molecules	P-value	Number of molecules
Amino acid metabolism	SLC3A1, SLC7A10, ASNS, DIO2, GFPT2, IDO2, SLC6A6	2.91E-05–4.78E-02	7
Molecular transport	SLC3A1, SLC7A10, TNFSF10, MTTP, LRAT, SLC6A6, DCT, IP6K2, RACGAP1, SLC20A2, SLC39A14, ABCC9, GRIN2C, SIK1, DIO2, CD200, NR0B1, ULK1, FOXP2, HPS5	2.91E-05–4.78E-02	20
Small molecule biochemistry	SLC3A1, SLC7A10, ASNS, DIO2, GFPT2, IDO2, SLC6A6, TP53I3, ABP1, LRAT, MTTP, PDE11A, TNFSF10, DCT, FOXP2, HPS5	2.91E-05–4.78E-02	16
Cell death and survival	DCT, PRF1, TNFSF10, PITX2, CD200, LAMA2, BMF, SIK1, LECT2, SLC6A6, PROK2, IP6K2, FRZB	4.11E-04–4.78E-02	13
Cell-to-cell signaling and interaction	DCT, PRF1, TNFSF10, FRZB, BAIAP2, LAMA2, CD200, PITX2, HPS5,TECTA, FOXP2, IL12RB1	3.48E-03–4.78E-02	12
Carbohydrate metabolism	TNFSF10, GFPT2	5.42E-03–4.26E-02	2
Protein synthesis	MTTP, CD200, GRIN2C, NR0B1, ULK1, IL12RB1, PRF1	5.42E-03–2.28E-02	7
**Physiological system development and function**			
Nervous system development and function	CD200, LAMA2, FOXP2, BAIAP2, PDE11A, ARHGEF28, SLITRK4, ULK1, FRZB, PRF1, TECTA,	4.30E-04–4.78E-02	11
Organ morphology	LRAT, NR0B1, ADAMTS1, ERRFI1, GATA5, LAMA2, FRZB, PITX2, SLC39A14, SLC6A6, TECTA, FOXP2, WNT11, DCT, HPS5, ABCC9, PLCL1, CD200, PDE11A, DIO2	4.30E-04–4.86E-02	20
Reproductive system development and function	LRAT, NR0B1, ADAMTS1, ERRFI1, GATA5, LAMA2, BMF, WNT11, PROK2, PRF1, TNFSF10, PITX2	4.30E-04–3.74E-02	12
Tissue development	CD200, LAMA2, ADAMTS1, WNT11, NR0B1, FOXP2, BMF, DIO2, FRZB, PITX2, ERRFI1, SLC39A14, PROK2, HPS5, ARHGEF28, BAIAP2, SLITRK4, ULK1, LRAT, TNFSF10, ADAMTS5	4.30E-04–4.78E-02	21
Embryonic development	WNT11, LAMA2, NR0B1, FOXP2, PITX2, ADAMTS1, FRZB, SLC39A14, BMF, DIO2, CKS1B, PROK2, ERRFI1, HPS5, LRAT	5.42E-03–4.78E-02	15
Organ development	WNT11, NR0B1, FOXP2, DIO2, ADAMTS1, PITX2, FRZB, SLC39A14, BMF, PROK2, ERRFI1, HPS5, LECT2, MTTP, PDE11A, PRF1, TNFSF10, LAMA2, LRAT	5.42E-03–4.78E-02	19
Organismal development	ADAMTS1, BMF, NR0B1, PITX, DIO2, FRZB, ERRFI1, FOXP2, SLC39A14, GATA5, HPS5, LAMA2, LRAT, WNT11, PROK2, TNFSF10	5.42E-03–4.78E-02	16

Differential expressed genes were grouped through the use of Ingenuity Pathway Analysis (IPA). IPA-analysis (www.ingenuity.com) was used to identify key biological pathways comprising the differentially identified proteins after prenatal protein undernutrition by albumen removal in chicken. The significance of the canonical pathways was tested by Fisher’s exact test. The following genes are included in the biological pathways. Abbreviations: ABCC9 (ABC transporter C family member 9); ABP1 (Actin binding protein 1); ADAMTS1 and 5 (A disintegrin and metalloproteinase with thrombospondin motifs 1 and 5); ARHGEF28 (Rho guanine nucleotide exchange factor 28); ASNS (Asparagine synthetase); BAIAP2 (Brain-specific angiogenesis inhibitor 1-associated protein 2); BMF (Bcl-2-modifying factor); CD200 (OX-2 membrane glycoprotein); CKS1B (CDC28 protein kinase regulatory subunit 1B): DCT (L-dopachrome tautomerase precursor); DIO2 (Iodothyronine deiodinase); ERRFI1 (ERBB receptor feedback inhibitor 1); FOXP2 (Forkhead box protein P2); FRZB (secreted frizzled-related protein 3 precursor); GATA5 (transcription factor GATA-5); GFPT2 (glutamine-fructose-6-phosphate transaminase 2); GRIN2C (glutamate receptor); HPS5 (Hermansky-Pudlak syndrome 5); IDO2 (indoleamine 2,3-dioxygenase 2); IL12RB1 (interleukin 12 receptor, beta 1); IP6K2 (inositol hexakisphosphate kinase 2); LAMA2 (laminin, alpha 2); LECT2 (myeloid protein 1 precursor); LRAT (Lecithin retinol acyltransferase); MTTP (microsomal triglyceride transfer protein large subunit precursor); NR0B1 (nuclear receptor subfamily 0 group B member 1); PDE11A (phosphodiesterase 11A); PITX2 (pituitary homeobox 2); PLCL1 (phospholipase C-like 1); PRF1 (Perforin-1); PROK2 (prokineticin 2); RACGAP1 (Rac GTPase activating protein 1); SIK1 (serine/threonine-protein kinase); SLC20A2 (sodium-dependent phosphate transporter 2); SLC39A14 (solute carrier family 39 (zinc transporter), member 14); SLC3A1 (Neutral and basic amino acid transport protein); SLC6A6 (sodium- and chloride-dependent taurine transporter); SLC7A10 (Asc-type amino acid transporter 1); SLITRK4 (SLIT and NTRK-like protein 4); TECTA (tectorin alpha); TNFSF10 (tumor necrosis factor ligand superfamily member 10); TP53I3 (tumor protein p53 inducible protein 3); ULK1 (Serine/threonine-protein kinase); WNT11 (Protein Wnt-11).

**Table 4:** DNA methylation analysis of genes of interest.

Gene	Accession number	Primer pair	MeDIP-qPCR (normalized Ct values)			
			non-manipulated	sham-manipulated	albumen-deprived	P-value
BMF	ENSGALG00000014537	BMF_1	1.00 ± 0.02	1.03 ± 0.02	1.03 ± 0.01	NS
CKS1B	ENSGALG00000028664	CKS1B_1	1.00 ± 0.01	1.03 ± 0.02	1.00 ± 0.00	NS
H2B-I	ENSGALG00000027174	H2B_1	1.00 ± 0.04	1.00 ± 0.04	0.96 ± 0.05	NS
		H2B_2	1.00 ± 0.01	1.02 ± 0.00	1.01 ± 0.01	NS
		H2B_3	1.00 ± 0.02	1.08 ± 0.05	1.01 ± 0.02	NS
LAPTM4B	ENSGALG00000028628	LAPTM4B_1	1.00 ± 0.02	1.03 ± 0.02	1.00 ± 0.02	NS
		LAPTM4B_2	1.00 ± 0.03	1.06 ± 0.02	0.99 ± 0.02	NS
		LAPTM4B_3	1.00 ± 0.02	0.99 ± 0.02	1.00 ± 0.03	NS
LRRC3C	ENSGALG00000026789	LRRC3C_1	1.00 ± 0.02	0.99 ± 0.02	0.95 ± 0.03	NS
		LRRC3C_2	1.00 ± 0.02	1.05 ± 0.05	1.02 ± 0.04	NS
		LRRC3C_3	1.00 ± 0.01	1.02 ± 0.03	1.00 ± 0.02	NS
NXPH2	ENSGALG00000029083	NXPH2_1	1.00 ± 0.04	0.99 ± 0.04	0.95 ± 0.03	NS
		NXPH2_2	1.00 ± 0.01	1.00 ± 0.02	1.00 ± 0.01	NS
		NXPH2_3	1.00 ± 0.04	0.96 ± 0.03	0.94 ± 0.03	NS
SEMA6D	ENSGALG00000004844	SEMA6D_1	1.00 ± 0.01	0.99 ± 0.01	0.98 ± 0.01	NS
		SEMA6D_2	1.00 ± 0.01	0.99 ± 0.01	0.99 ± 0.01	NS
TMEM86A	ENSGALG00000006358	TMEM86A_1	1.00 ± 0.02	0.97 ± 0.01	1.00 ± 0.02	NS
ELAVL1	ENSGALG00000000726	ELAVL1_1	1.00 ± 0.01	1.00 ± 0.01	0.99 ± 0.01	NS
		ELAVL1_2	1.00 ± 0.01	1.00 ± 0.01	0.99 ± 0.01	NS
		ELAVL1_3	1.00 ± 0.01	0.99 ± 0.01	0.99 ± 0.01	NS
NR3C1	ENSGALG00000007394	NR3C1_1	1.00 ± 0.03	1.00 ± 0.03	0.96 ± 0.02	NS
		NR3C1_2	1.00 ± 0.02	1.01 ± 0.03	0.98 ± 0.02	NS
		NR3C1_3	1.00 ± 0.01	1.00 ± 0.01	1.00 ± 0.01	NS
		NR3C1_4	1.00 ± 0.04	0.99 ± 0.05	0.95 ± 0.04	NS
UBC	ENSGALG00000004509	UBC_1	1.00 ± 0.03	0.97 ± 0.01	1.00 ± 0.02	NS
		UBC_2	1.00 ± 0.01	1.00 ± 0.01	0.99 ± 0.01	NS
		UBC_3	1.00 ± 0.00^b^	1.02 ± 0.01^ab^	1.03 ± 0.01^a^	0.0442

Analysis was performed for 9 DE genes from RNA-Seq and qPCR and 3 key central genes identified by pathway analysis by MeDIP-qPCR.

How the deposited data were processed for this re-analysis (not part of the article)

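Liver RNA of 9 hens at 55 weeks of age was sequenced, 3 from each of the non-manipulated, sham-manipulated and albumen-deprived groups. The libraries were assigned to groups and replicates by the sample labels, and no column of another sample was used. The authors mapped the reads to Galgal4 with TopHat, removed non-primary alignments and reads of low mapping quality, merged Cufflinks gene models with the reference annotation, and counted reads per locus with HTSeq without strand, leaving out reads that fell on several loci. The authors deposited these counts for 22082 loci without normalization, with the GC content of each locus in percent and its length in bases. The authors kept 13599 loci for their comparisons, normalized their counts by full quantile normalization within GC bins and between samples with EDASeq, and deposited the result as FPKM values. The authors' deposited table of comparisons from an edgeR generalized linear model holds log2-fold changes, p-values with their false discovery rates, and DE calls as a score of -1, 0 or 1.

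The total count per library ran from 13720872 to 21747636 (median 16278779), so that 1 CPM stands for 13.7 to 21.7 counts. The gene with the most counts took 9.57% to 13.1% of a library and the 10 genes with the most counts 33.5% to 39.0%. No pair of libraries of a group was a duplicate, with a chi-square per degree of freedom between 31.0 and 107. Counting error alone gives a floor of 3 counts, and a group whose libraries are all at or under it gives only a limit on a fold change.

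From the counts, loci with more than 1 CPM in at least 3 of the 9 libraries were kept, which left 12324 loci, 10341 of them previously identified and 1983 not. They were scaled by TMM and tested with edgeR 4.0.16 in R 4.3.3, with a coefficient per group over all 9 libraries and the quasi-likelihood F-test (common dispersion 0.0630, prior degrees of freedom 3.32, residual degrees of freedom 6). A sham-manipulated or albumen-deprived group was compared with each other group, which makes 3 comparisons. DE genes had a P-value under 0.001 and a log2-fold change over 1 in either direction, and the loosened cut-off was 0.005 and a fold change of 1.5. P-values were adjusted by the Benjamini-Hochberg method. Genes of the paper below the filter on low counts were tested among the authors' 13599 loci. Standard errors of the log2-fold change were taken as its size divided by the square root of the F statistic. Log2 CPM for correlations and clustering used a prior count of 2, and fitted fold changes used edgeR's default. Gene sets were tested with camera of limma 3.58.1 at a preset correlation of 0.01, over 18 sets and 3 comparisons (54 tests). The sets are markers of heterophil granules, erythrocytes, T and NK cells, B and plasma cells, macrophages, stellate cells and fibroblasts, bile ducts and hepatocytes, and the programs of egg yolk precursors, lipogenesis, circadian clock, proliferation, acute phase, amino acid response and ER stress, thyroid hormone response, gluconeogenesis and glycolysis, replication-dependent histones and interferon response.

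The groups, the tests, most alternatives, the gene sets and the rule for the genes named were set before the data were examined. The rule covers every gene of the paper's Table 1 and Table 2 and NR3C1 and ELAVL1, the genes of Table 3 as a summary, and for each comparison up to 5 loci with the smallest P-values among the DE genes whose groups do not overlap. A further gene covered by the rule is not reported here. Loci named outside this rule were chosen after their values were seen. The alternatives were DESeq2's size factors, the GC-bin and between-sample full quantile normalization (10 GC bins), no filter, the authors' loci, edgeR's likelihood ratio test, the Wald test of DESeq2 1.42.0, the paper's pipeline as described, the 2 groups of a comparison alone, a replicate block with and without that normalization, a batch term from the library codes, and each library left out in turn. For the paper's pipeline as described, the paper's text names a negative binomial generalized linear model in edgeR but neither the test nor the way dispersions were estimated, so the likelihood ratio test and the dispersions of estimateDisp were assumed. The quantile normalization was rewritten from its description. Of 2 ways to set its target, the mean and the median, the mean came closer to the deposited values (correlation 0.999158 against 0.998529 on the log2 scale) and was kept. The FPKM values, multiplied back by length, gave whole numbers for 100% of values, and 4 further fits of these recovered normalized counts were chosen after seeing the data.

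The model was tested on simulated counts of 12324 loci in which 200 loci were changed by 2 on the log2 scale. The quasi-likelihood F-test recovered 73.0% and 70.5% of them in the comparisons of albumen-deprived with non-manipulated and sham-manipulated hens, the likelihood ratio test 84.5% and 87.5%, and DESeq2 85.5% and 85.0%. Of the unchanged loci, the F-test called 8 and 10, the likelihood ratio test 47 and 54, and DESeq2 52 and 48 in the same comparisons. Data on qPCR and DNA methylation were not analysed here, apart from the paper's values in Table 2.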

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

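The comparison of runs of neighbouring loci over other splits of the libraries was planned before its result was seen, and the other tests of this part were chosen afterwards.

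Unidentified loci on chromosome 2 of Galgal4, outside the genes the paper names, had higher normalized counts in the albumen-deprived hens than in both other groups. XLOC_007416 (96409512 to 96413863, plus strand) had 4.50 ± 1.38 CPM in albumen-deprived, 0.476 ± 0.294 in non-manipulated and 1.02 ± 0.966 in sham-manipulated hens. XLOC_007417 (96419929 to 96436809, plus strand) had 9.47 ± 4.01, 2.15 ± 0.881 and 1.108 ± 0.353 CPM in this order of groups. XLOC_008688 (96423211 to 96426667), which lies within the span of XLOC_007417, had 4.56 ± 2.26, 0.922 ± 0.302 and 0.427 ± 0.142 CPM. Against non-manipulated hens all 3 passed the threshold for DE genes with all libraries, with an adjusted p of 0.99995 for each in edgeR's quasi-likelihood F-test. XLOC_007416 lost this in 6 of the 9 fits that each left out 1 library, with log2-fold changes of 2.83 (without non-manipulated replicate 2) to 3.79 (without non-manipulated replicate 3) over all 9. XLOC_007417 lost it in 7 fits, with 1.82 (without non-manipulated replicate 2) to 2.45 (without albumen-deprived replicate 2), and XLOC_008688 in 7, with 1.96 (without albumen-deprived replicate 3) to 2.66 (without albumen-deprived replicate 2). It was kept without each sham-manipulated library for XLOC_007416, without sham-manipulated replicate 2 or albumen-deprived replicate 2 for XLOC_007417, and without sham-manipulated replicate 3 or albumen-deprived replicate 2 for XLOC_008688. With the batch term from the library codes, 0 DE genes were higher against non-manipulated hens, and likewise with the replicate block. All 3 loci therefore lost this call in both fits. Against sham-manipulated hens XLOC_007416 had a log2-fold change of 2.096 (adjusted p = 0.561) and did not pass, while XLOC_007417 (2.85 to 3.39) and XLOC_008688 (3.03 to 3.72) passed in all 9 fits, with an adjusted p of 0.226 for each with all libraries.

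The stretch from 96409512 to 96449462 holds 13 unidentified loci, and all 13 had their highest mean in the albumen-deprived hens. Their summed normalized count was 39.4 ± 10.1 CPM in albumen-deprived, 8.93 ± 4.21 in non-manipulated and 5.89 ± 3.37 in sham-manipulated hens. The lowest albumen-deprived hen had 29.0 CPM and the highest other hen 12.0. Among the 84 ways to set 3 libraries against 6 the real one gave the largest difference (two-sided exact permutation test, p = 0.0119, the smallest this design allows), but the stretch was chosen for this difference. The gene MC5R (96439432 to 96444055, minus strand) lies between these loci.

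Several technical explanations are argued against by the tables. Reads shared between overlapping models would leave the loci without any overlap unchanged. Of the 3 loci that overlap no other, 2 could be tested, and the smaller of their log2-fold changes against sham-manipulated hens was that 2.096. After GC-bin and between-sample full quantile normalization the median log2-fold change of the 3 DE loci against sham-manipulated hens was 2.76. This argues against GC content as the whole cause in that comparison. Against non-manipulated hens the same normalization left 1 higher DE gene, so not all 3 loci kept their call there. The median total count of the albumen-deprived libraries was 1.02 times that of the others, too close to 1 for depth to be the cause. Read-through caused by a more active MC5R gene would need MC5R to rise, and its log2-fold change was -0.63 against non-manipulated hens. MC5R had 195 ± 18.4 CPM in non-manipulated, 175 ± 32.2 in sham-manipulated and 126.4 ± 42.8 in albumen-deprived hens. Read-through from MC5R without such a rise was not tested and stays open.

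Chance stays open. Over 14743 runs of 5 neighbouring loci with a total count of at least 20 each, 12 of the 84 splits of the 9 libraries into 3 and 6 gave a run at least as strong as this one. An effect of albumen removal on transcription of this stretch may exist as a hypothesis, and so may a genetic difference between the few hens sequenced, which was not tested.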

How the results depend on the processing

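The fits to the authors' normalized counts recovered from FPKM values were chosen after seeing the data, and so were the tests on simulated unchanged groups. Comparisons are given in the order albumen-deprived against non-manipulated, albumen-deprived against sham-manipulated and sham-manipulated against non-manipulated hens. All libraries and the quasi-likelihood F-test gave 6, 13 and 8 DE genes, 21 in any comparison, 2 against both other groups, 66 genes at the loosened threshold, and 0, 0 and 0 loci with an adjusted p under 0.05, beside 398, 879 and 651 loci with an unadjusted P under 0.05. With DESeq2's size factors or the authors' set of loci, each of these counts stayed within 1.5 times its value and no named gene changed its call.

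The test moved the counts most among the single choices. The likelihood ratio test gave 16, 53 and 33 DE genes, 83 in any comparison, 4 against both other groups, 122 at the loosened threshold, and 6, 31 and 6 loci with an adjusted p under 0.05. DESeq2's Wald test gave 16, 45 and 28 DE genes, 75 in any comparison, 4 against both, 124 at the loosened threshold, and 8, 42 and 10 loci with an adjusted p under 0.05. Both tests kept the 6, 13 and 8 DE genes of the F-test. In 20 simulations of unchanged groups with the means and library sizes of these hens, the likelihood ratio test gave a median of 110.5 DE genes in any comparison (95 to 135) and the F-test 26 (16 to 36). The 83 DE genes of the likelihood ratio test in the real groups lay below its simulated range of 95 to 135. The simulated counts therefore do not match these hens in every respect. Within the simulations, the likelihood ratio test gave more DE genes than the F-test without any difference between groups.

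The paper's pipeline as described was run with the likelihood ratio test and the dispersions of estimateDisp, both assumed because the paper's text does not name them. With it there were 31, 56 and 30 DE genes, 95 in any comparison, 10 against both and 129 at the loosened threshold, with 7, 25 and 3 loci at an adjusted p under 0.05. Of the DE genes of the F-test it shared 5, 11 and 8. Its DE genes divided into 12 higher and 19 lower, 35 higher and 21 lower, and 6 higher and 24 lower. The recovered normalized counts with the likelihood ratio test and common, trended and tagwise dispersions gave 41, 68 and 54 DE genes, 132 in any comparison, 11 against both, 124 at the loosened threshold, and 6, 30 and 3 loci with an adjusted p under 0.05. With common and tagwise dispersions these were 74, 125 and 97, 233, 21, 141, and 33, 71 and 16. With the dispersions of estimateDisp they were 33, 56 and 31, 98, 11, 133, and 6, 30 and 4. With the F-test on the same recovered counts, 1 locus had an adjusted p under 0.05 in the first comparison and the other totals stayed within 1.5 times. On the recovered counts with the dispersions of estimateDisp, the likelihood ratio test gave 98 DE genes in any comparison and the F-test 18. With the likelihood ratio test kept, the choice of dispersions gave 98, 132 or 233. The test and the dispersions therefore each moved the counts, and beyond this the cause was not tested.

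Without a filter on low counts, more loci are tested, and there were 22 DE genes in the second comparison, 32 in any comparison, and 1, 0 and 1 loci with an adjusted p under 0.05. GC-bin and between-sample full quantile normalization gave 4 DE genes in the third comparison and 1 locus with an adjusted p under 0.05 in the first. It divided the DE genes into 1 higher and 4 lower, 12 higher and 2 lower, and 0 higher and 4 lower, against 3 and 3, 10 and 3, and 1 and 7 with TMM, and it shared 3, 10 and 4 of them. The F-test on the recovered counts had 1 higher and 5 lower, 9 and 2, and 1 and 5, and the likelihood ratio test on them with common, trended and tagwise dispersions 18 and 23, 46 and 22, and 19 and 35. With only the 2 groups of a comparison in the fit, 0 genes passed against both other groups, beside 118 loci with an unadjusted P under 0.05 and the same sign in both. The division was then 1 higher and 5 lower, 11 and 2, and 1 and 6. The cause was not tested for these settings, apart from the number of loci without the filter.

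The replicate numbers do not pair the hens. The correlation of deviations from the group means ran from -0.156 to 0.240 over the 9 pairs of libraries with the same number, and 2 of the 9 were over 0.1. With the replicate block the interferon response set (albumen-deprived against sham-manipulated hens) and the histones (albumen-deprived against non-manipulated hens) also passed in camera. The replicate block gave 0 genes against both other groups (154 loci with an unadjusted P under 0.05 and the same sign in both) and 1, 0 and 1 loci with an adjusted p under 0.05, and none of the other totals moved by over 1.5 times. Its DE genes divided into 0 higher and 4 lower, 16 and 1, and 0 and 6. The replicate block with GC-bin and between-sample full quantile normalization gave 4 DE genes in the third comparison (0 higher and 4 lower, with 2 and 5, and 11 and 3 in the others) and 1 locus with an adjusted p under 0.05 in the first. A batch term from the library codes gave 2 DE genes in the first and 5 in the third comparison, 0 genes against both (beside 135 at an unadjusted P under 0.05), and 1, 0 and 1 loci with an adjusted p under 0.05. It divided the DE genes into 0 higher and 2 lower, 12 and 1, and 0 and 5. The cause was not tested.

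Over the 9 fits that each left out 1 library, which have fewer samples, the DE genes ran from 4 to 10 in the first comparison, from 10 to 23 in the second and from 4 to 13 in the third. The highest values came without albumen-deprived replicate 3 (10), without sham-manipulated replicate 2 (23, and 21 without sham-manipulated replicate 3) and without sham-manipulated replicate 2 (13). The division into higher and lower also moved. It was 1 and 7 in the third comparison with all libraries, and 7 and 6 without sham-manipulated replicate 2, 6 and 5 without sham-manipulated replicate 3, and 3 and 1 without non-manipulated replicate 1. In the second comparison 10 and 3 became 11 and 10 without sham-manipulated replicate 3. It became 14 and 0 without albumen-deprived replicate 1, and 12 and 0 without albumen-deprived replicate 3. In the first, 3 and 3 became 2 and 8 without albumen-deprived replicate 3. It became 0 and 5 without non-manipulated replicate 2, and 1 and 5 without non-manipulated replicate 3. In the third comparison there were 4 without non-manipulated replicate 1 or albumen-deprived replicate 1, and 5 without albumen-deprived replicate 2. DE genes in any comparison ran from 18 to 30. Genes against both other groups ran from 0 (without non-manipulated replicate 2 or 3 or sham-manipulated replicate 1) to 3, and were 1 without non-manipulated replicate 1, sham-manipulated replicate 3, or albumen-deprived replicate 1 or 3. At the loosened threshold there were 41 (without albumen-deprived replicate 2) to 83 genes. Loci with an adjusted p under 0.05 ran from 0 to 1 in the first comparison and in the third, with the 1 locus without non-manipulated replicate 3, and from 0 to 0 in the second.

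The lowest Spearman correlation between libraries was 0.957, and it was 0.929 on the deposited FPKM values and 0.962 without the filter. On the authors' normalized counts, which are the FPKM values multiplied back by length, it was 0.956. The drop to 0.929 therefore came with the division by length. With 1 library left out the lowest correlation ran from 0.957 to 0.965, the highest without sham-manipulated replicate 1. The cause was not tested for the other settings. Of the 54 gene set tests with camera, 15 had an adjusted p under 0.05, and with 1 library left out 12 to 19. With an estimated correlation 0 of the 54 passed, and with fry 0, beside 2 and 3 at an unadjusted P under 0.05, so none of the calls holds under either. With GC-bin and between-sample full quantile normalization 19, with the replicate block 17 and with the batch term 15 passed.

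For named genes, the log2-fold change changed its sign only in fits without 1 library, and only for NR3C1, whose values lie near 0. NR3C1 against non-manipulated hens ran from -0.090 (without non-manipulated replicate 2) to 0.062 (without non-manipulated replicate 1), and was also above 0 without albumen-deprived replicate 2 or 3. NR3C1 against sham-manipulated hens ran from -0.11 (without sham-manipulated replicate 2) to 0.16 (without sham-manipulated replicate 1), and was also below 0 without albumen-deprived replicate 1. The cause was not tested. Over the 968 values of named genes under alternatives that were set first, 819 kept their direction and side of the threshold, 52 moved past it, 92 fell short of it and 5 changed sign. Over the 208 values under the added fits, 129 kept both, 69 moved past the threshold, 10 fell short and 0 changed sign. Depth limits SPAG-4-like and SLITRK4 to a bound, since a group of each lies at the floor of 3 counts.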

Differences from the paper's values

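For the counts, 20 alternatives set before the data were examined were compared with the paper. The paper reports 156 DE genes. In the authors' deposited table 125 distinct loci pass the threshold, or 155 when the 3 comparisons are added, so the paper's number was compared with both counts. Here 21 distinct loci were found, and 27 as the sum of the comparisons. The paper's 75 previously identified DE genes compare with 11. None of the 20 closed the gap for distinct loci or for previously identified genes. As a sum, the paper's pipeline as described gave 117, within 1.5 times the paper's number, and the other 19 did not close the gap. The likelihood ratio test on the authors' normalized counts, chosen after seeing the values, gave 41, 68 and 54 DE genes in the 3 comparisons with common, trended and tagwise dispersions and a sum of 120 with the dispersions of estimateDisp, and both sums are also within 1.5 times. For these fits, chosen after seeing the values, distinct loci and previously identified genes numbered 132 and 77 with common, trended and tagwise dispersions and 233 and 104 with common and tagwise dispersions, each within 1.5 times the paper's.

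The paper reports 3 previously identified genes that differed between albumen-deprived hens and both other groups, and 0 were found here, beside 99 previously identified loci with an unadjusted P under 0.05 and the same sign in both comparisons. The paper's pipeline as described gave 3, and of the other 19 none closed the gap. The recovered normalized counts with the likelihood ratio test, chosen after seeing the values, gave 4 with common, trended and tagwise dispersions and 3 with the dispersions of estimateDisp. For previously identified genes that differed only between albumen-deprived and sham-manipulated hens, the paper's 28 compare with 5 here, and for all that differed between these groups the paper's 39 compare with 6. None of the 20 closed these gaps. The fits chosen after seeing the values gave 26 and 38 with common, trended and tagwise dispersions, and 38 and 55 with common and tagwise dispersions. Between albumen-deprived and non-manipulated hens the paper's 21 compare with 3. The paper's pipeline as described gave 15 and the other 19 did not close the gap, and the fits chosen after seeing the values gave 24, 31 and 17 with common, trended and tagwise, with common and tagwise and with estimateDisp dispersions.

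At the loosened threshold the paper's 116 genes compare with 66. No filter (79), the likelihood ratio test (122), DESeq2's Wald test (124), the paper's pipeline as described (129), and the fits without sham-manipulated replicate 2 (83) or albumen-deprived replicate 3 (78) closed the gap, and the other 14 did not. For genes against both groups, the paper's 13 compare with 6, and the likelihood ratio test (12), the Wald test (11) and the paper's pipeline as described (10) closed the gap, while the other 17 did not. The paper does not state whether its 31 and 88 include its 13, while the counts here include genes against both groups. In the authors' deposited table the counts that include its 13 are 44 and 100, both above the paper's. This goes with the paper having left the 13 out. Its 31 and 88 are then not like for like with the counts given next. A gap called closed for these 2 numbers may therefore stay open on a like-for-like count. Against non-manipulated hens the paper's 31 compare with 17. The same 3 settings (41, 41 and 40) and the fit without albumen-deprived replicate 3 (34) closed the gap, while 16 did not. Against sham-manipulated hens the paper's 88 compare with 55, and no filter (67), the likelihood ratio test (93), the Wald test (94), the paper's pipeline as described (99), the replicate block (63) and the fit without sham-manipulated replicate 2 (68) closed the gap, while the other 14 did not. The likelihood ratio fits to the recovered counts, chosen after seeing the values, gave 124, 141 and 133 for the first of these numbers, 12, 15 and 11 for the second, 42 and 43 (common, trended and tagwise, and estimateDisp) for the third, and 94, 103 and 101 for the last. The F-test on the recovered counts, also chosen after seeing the values, closed none of the gaps in counts of previously identified genes.

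For the log2-fold changes of Table 1 between albumen-deprived and sham-manipulated hens, SPAG-4-like and SLITRK4 have only a limit here. Of the other 29 genes, 26 lay within 1 standard error of the paper's value, and 25 were smaller in size than the paper's value while 4 were larger. GRIN2C was 2.26 against sham-manipulated hens, where the paper gives 3.53, and 2.54 against non-manipulated hens, where the paper gives 3.98. Of the 3 alternatives set before the data were examined that cover this gene, the paper's pipeline as described closed both gaps (3.59 and 3.88), and no filter and the authors' loci did not. ENSGALG00000000850 was -0.97, where the paper gives -1.83. GC-bin and between-sample full quantile normalization alone (-1.75) or with the replicate block (-1.66) and the paper's pipeline as described (-1.81) closed this gap, and the other 17 did not. LRRC3C was -1.48, where the paper gives -2.39. The paper's pipeline as described (-2.49) closed the gap, and no filter and the authors' loci did not. All 4 fits to the recovered counts, chosen after seeing the values, also reached these values, with 3.49 and 4.02 for GRIN2C, -1.85 for ENSGALG00000000850 and -2.30 for LRRC3C.

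The paper names GRIN2C, IDO2 and SPAG-4-like as different from both other groups, and 0 of the 3 passed the threshold in both comparisons here. SPAG-4-like did so with the likelihood ratio test, the Wald test and the paper's pipeline as described, and IDO2 did so without albumen-deprived replicate 3. Against non-manipulated hens alone IDO2 passed with the likelihood ratio test, the Wald test, the paper's pipeline as described and, chosen after seeing the values, the recovered counts with the likelihood ratio test. Of the fits chosen after seeing the values, the likelihood ratio test with common, trended and tagwise or with common and tagwise dispersions called all 3, and that with estimateDisp dispersions called 1. Of the 31 genes of Table 1, all called by the paper between albumen-deprived and sham-manipulated hens, 3 were called here. The numbers were 10 with the likelihood ratio test, 11 with the Wald test, 15 with the paper's pipeline as described, 5 with the replicate block, and 4 with each of no filter, the GC-bin and between-sample full quantile normalization, this normalization with the replicate block, and the batch term. Without 1 library they ran from 1 to 5. The fits chosen after seeing the values called 28, 25, 16 and 3. Besides SPAG-4-like, ENSGALG00000008635 and ENSGALG00000009387, which were called here, the likelihood ratio test called HERPUD1, SLC6A6, GAL2, TMEM86A, NXPH2, TNFSF10 and HMCN1, and the Wald test called these and ENSGALG00000010993. The paper's pipeline as described called H2B-I, SEMA6D, HERPUD1, TMEM116, ENSGALG00000000850, LRRC3C, ENSGALG00000010993, GAL2, GJA1, BMF, GLUL and HMCN1. H2B-I and BMF were called with the GC-bin and between-sample full quantile normalization, TNFSF10 with no filter, TMEM116, TMEM86A and NXPH2 with the replicate block, GAL2 and NXPH2 with the block and this normalization, and TMEM116 and NXPH2 with the batch term. Leaving out 1 library brought in GAL2, GJA1 and HMCN1 (sham-manipulated replicate 3), H2B-I and TNFSF10 (sham-manipulated replicate 1), SEMA6D and BMF (albumen-deprived replicate 1) and IDO2 (albumen-deprived replicate 3). Of the fits chosen after seeing the values, that with common, trended and tagwise dispersions left out only LAPTM4B, GAL7 and TC2N, which were called with common and tagwise dispersions. The estimateDisp fit called the genes of the paper's pipeline and SLITRK4, and the F-test H2B-I. The paper states that its heat map of DE genes separates the groups except for sham-manipulated replicate 3. Here 0 of the 9 libraries fell outside the cluster of their group in any of the 5 clusterings made, that hen included.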

Other observations

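The camera tests of the gene sets were planned, and the other tests of this part were chosen after the results were seen. None of the camera calls given below held with an estimated correlation or with fry.

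The counts of DE genes were compared with those of other groupings of the same libraries. For DE genes between albumen-deprived and non-manipulated hens, 5 of the 10 splits of the 6 libraries gave as many, the real split included. It was 2 of 10 for albumen-deprived against sham-manipulated hens and 6 of 10 for sham-manipulated against non-manipulated hens. Splits of 3 against 3 cannot give a share under 0.1, so that chance and condition cannot be told apart by them. Each comparison had 0 loci with an adjusted p under 0.05, beside 398, 879 and 651 with an unadjusted P under 0.05. Any split has at least 0 such loci, so 10 of 10 reach this number by construction and it tests nothing. Over 100 of the 280 groupings of the 9 libraries into 3 groups, the real one included, 29 gave at least 21 DE genes in any comparison, with a median of 16 (6 to 72) over the others. As many genes against both other groups were found in 42, as many at the loosened threshold in 23 (median of the others 40, from 8 to 194), and as many gene sets with an adjusted p under 0.05 in 65. The likelihood ratio test gave as many DE genes in 36 groupings. On the authors' normalized counts with common, trended and tagwise dispersions, 45 gave at least 132, and the others had a median of 127 (74 to 278). In 80 groupings, clustering on the grouping's own DE genes placed as few libraries outside their group. For the Spearman correlations, 127 of the 280 groupings had as large a difference between means within and between groups. A grouping by replicate number, in which replicate 3 of each group hold the last 3 library codes, gave 26 DE genes in any comparison, and the real groups gave 18 with a batch term for these codes.

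The comparisons share libraries, so unchanged groups were simulated in 20 draws from the real means and library sizes, with dispersions drawn around the real trend. The correlation of log2-fold changes between the comparisons of albumen-deprived hens with both other groups was 0.460, against a median of 0.498 (0.475 to 0.538) in unchanged groups. Between albumen-deprived against sham-manipulated and sham-manipulated against non-manipulated hens it was -0.659, against -0.505 (-0.543 to -0.473). DE genes against both other groups numbered 2, against a median of 1 (0 to 4). The comparison of albumen-deprived with sham-manipulated hens had more loci with a P under 0.05 than the other comparisons (879 against 398 and 651), and 2 of its 10 splits had as many. Chance and condition cannot be told apart here, since 10 splits are too few. Of these 879 loci, 61.9% had a mean in the non-manipulated hens nearer to the albumen-deprived than to the sham-manipulated mean, with a median position of 0.60 on the way from sham-manipulated (0) to albumen-deprived (1). The loci were selected on these groups, so no test was made.

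FLVCR2 was lower in the hens of both drilled groups than in the non-manipulated hens. Its mean count was 256 in the non-manipulated libraries and 24 in the other 6. With the 3 non-manipulated libraries against the other 6, it was the only gene with an adjusted p under 0.05 in edgeR's quasi-likelihood F-test (0.00319). Depth is argued against by a ratio of median total counts of 1.03, and GC content by a log2-fold change of -3.98 after GC-bin and between-sample full quantile normalization. Reads lost to the paralog FLVCR1 would raise its count by the amount missing, and its mean count rose by 47.3, from 161 to 209. Of the 10 nearest tested loci, 0 were lower by more than 1 on the log2 scale in albumen-deprived against non-manipulated hens (-0.42 to 0.43), which argues against a change that spans neighbouring genes in that comparison. In sham-manipulated against non-manipulated hens 1 of the 10, ESRRB, was lower by more than 1 (-1.06, SE 0.33), and the others lay between -0.15 and 0.21. A change shared with ESRRB stays open there. Chance stays open, since 7 of the 84 splits into 3 and 6 gave some locus as small a P-value, and 13 had a locus with an adjusted p under 0.05. An effect of drilling the egg is a candidate explanation that this design names, and a genetic difference between hens was not tested.

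Of the gene sets tested with camera of limma, heterophil granule genes were lower in albumen-deprived than in sham-manipulated hens (median log2-fold change -0.92, adjusted p = 1.52e-05) and higher in sham-manipulated than in non-manipulated hens (0.64, adjusted p = 0.000727), with -0.46 (adjusted p = 0.205) for albumen-deprived against non-manipulated hens, which passed only without non-manipulated replicate 3 (-0.76) among the alternatives run. Of the 16 genes listed, 11 were matched to 12 loci, and 11 of the 12 loci were lower in the second comparison. LECT2, GAL2 and GAL7 are also genes of Table 1. Of the 12 loci, 11 had a mean over 1 CPM in these livers. The call between sham-manipulated and non-manipulated hens was lost without non-manipulated replicate 3 (median 0.55) or sham-manipulated replicate 1 (0.48). The most abundant were RSFR, with 20.0 to 31.4 CPM in sham-manipulated and 21.9 to 23.1 in albumen-deprived hens, and LYG2, with 9.70 to 33.3 and 6.08 to 23.5 CPM. LECT2 had 20.0, 20.0 and 4.36 CPM in sham-manipulated, 15.1 in non-manipulated replicate 1 and at most 5.18 in albumen-deprived hens. A single library as the cause is argued against by the largest adjusted p with 1 library left out, 0.0265. More blood in the sham-manipulated samples could raise them, and hemoglobin beta had a log2-fold change of -0.35 (SE 0.29) for albumen-deprived against sham-manipulated hens. The 5 erythrocyte loci together had a median of -0.087, with 0.14 for CA2, -0.078 for SCL, -0.087 for RHAG and -0.18 for TFRC, which is less than the heterophil granule genes fell. Blood stays open because hemoglobin beta is the only hemoglobin gene among these 5 loci, its error allows a fall as large, and RHAG had a mean of only 1.26 CPM in sham-manipulated and 1.19 in albumen-deprived hens. Blood and cells within the tissue cannot be told apart.

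Proliferation genes were lower in albumen-deprived than in sham-manipulated hens (-1.004, adjusted p = 1.52e-05) and higher in sham-manipulated than in non-manipulated hens (1.005, adjusted p = 3.29e-06) with camera. Without sham-manipulated replicate 1 the first median was 0.078 and both calls were lost, so this 1 library may carry the pattern. CKS1B of Table 1 belongs to the set. MKI67 had 29.1 CPM in that library and at most 8.28 in any other. Macrophage genes were lower in non-manipulated than in albumen-deprived (0.35, adjusted p = 0.00166) and sham-manipulated hens (0.40, adjusted p = 0.00161). Without non-manipulated replicate 1 the first median was -0.022 and both calls were lost, so here too 1 library may carry it. MARCO had 61.9 CPM in that library and at least 161 in every other. No biological explanation was tested for either library.

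Of the other sets, egg yolk precursors were higher in albumen-deprived than in sham-manipulated hens (0.29, adjusted p = 0.00611 with camera), and the call held in all 9 fits that each left out 1 library. Their members VTG2, TPRXL, APOVLDLII and APOB take a single value in all libraries in the authors' full quantile normalized counts, so this normalization cannot test the set. Replication-dependent histones were higher in the same comparison (0.93, adjusted p = 0.000967), on 3 loci of which H2A-VII and H2B-I are Table 1 genes that overlap. The amino acid response and ER stress set was lower in albumen-deprived hens than in both others (-0.33, adjusted p = 0.000727, and -0.33, adjusted p = 0.00174). The first call was lost without non-manipulated replicate 2 (-0.082) or albumen-deprived replicate 2 (-0.25), the second without sham-manipulated replicate 2 (-0.15) or albumen-deprived replicate 2 (-0.29). HERPUD1 of Table 1 belongs to the set. Acute phase genes were lower than in sham-manipulated hens (-0.63, adjusted p = 0.000993) and higher in sham-manipulated than in non-manipulated hens (0.54, adjusted p = 0.00216). The first call was lost without sham-manipulated replicate 2 (-0.19) or albumen-deprived replicate 2 (-0.44), the second without non-manipulated replicate 1 (0.30), non-manipulated replicate 3 (0.38) or sham-manipulated replicate 2 (0.17). Stellate cell and fibroblast genes were lower in albumen-deprived than in sham-manipulated hens (-0.38, adjusted p = 0.00332), a call lost without sham-manipulated replicate 1 (-0.018). Erythrocyte genes were higher in albumen-deprived (0.29, adjusted p = 0.0371) and sham-manipulated (0.47, adjusted p = 0.0136) than in non-manipulated hens. The first was lost without non-manipulated replicate 2 (0.20), albumen-deprived replicate 1 (0.20) or albumen-deprived replicate 2 (0.30), the second without non-manipulated replicate 2 (0.42), sham-manipulated replicate 1 (0.38) or sham-manipulated replicate 3 (0.47). The sets of T and NK cells, B and plasma cells, bile ducts, hepatocytes, lipogenesis, circadian clock, thyroid hormone response, gluconeogenesis and glycolysis, and interferon response had no adjusted p under 0.05 with all libraries and TMM, with 0.0611 (bile ducts, albumen-deprived against non-manipulated hens) to 0.953 (circadian clock, sham-manipulated against non-manipulated hens).

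Other set tests passed only under an alternative. With GC-bin and between-sample full quantile normalization these were bile ducts (median -0.26), hepatocytes (0.13) and histones (0.36) for albumen-deprived against non-manipulated hens, and histones (-0.40) for sham-manipulated against non-manipulated hens. Egg yolk precursors also passed there for albumen-deprived against non-manipulated hens, with a median of -1.91e-06, which is not read as a change because of the members with a single value. With 1 library left out, the following were gained for albumen-deprived against non-manipulated hens. Without non-manipulated replicate 2 they were stellate cells and fibroblasts (-0.34), bile ducts (-0.21), hepatocytes (0.16), gluconeogenesis and glycolysis (0.25) and interferon response (-0.30). Without non-manipulated replicate 3, T and NK cells (-0.25) passed, without albumen-deprived replicate 2 hepatocytes (0.10) and egg yolk precursors (0.075), and without albumen-deprived replicate 3 bile ducts (-0.39), histones (0.48) and interferon response (-0.36). For albumen-deprived against sham-manipulated hens, thyroid hormone response (0.29), gluconeogenesis and glycolysis (0.18) and interferon response (-0.37) passed without sham-manipulated replicate 2, and interferon response (-0.54) without albumen-deprived replicate 3. For sham-manipulated against non-manipulated hens, stellate cells and fibroblasts passed without non-manipulated replicate 1 (0.39) or sham-manipulated replicate 2 (0.33), lipogenesis without non-manipulated replicate 3 (-0.22) or sham-manipulated replicate 1 (-0.22), and histones without the latter (-0.65). The amino acid response and ER stress set (0.19) passed without non-manipulated replicate 2, and T and NK cells (-0.46) and interferon response (0.45) without non-manipulated replicate 3. B and plasma cells and circadian clock passed in none of these fits.

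In the authors' normalized counts 9 genes had a single value in all 9 libraries. These were APOVLDLII, GAL9, ALB, FGG, VTG2, TPRXL and LTF at 544296, APOB at 116749 and EEF1A at 116539. Together they hold 31.3% to 36.7% of the counts of a library. All 9 have the same rank within their GC bin in every library, 7 of them the first, and full quantile normalization gives a gene of fixed rank a fixed value. In the counts before that normalization FGG ranged 4.89-fold between hens, from 4912 CPM (albumen-deprived replicate 2) to 24005 (sham-manipulated replicate 2). Differences in these genes therefore cannot be seen in the normalized values, which follows from the normalization.

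Replicate 3 of the 3 groups were the libraries most alike. Their mean Spearman correlation was 0.979, and 1 of the 84 triplets of libraries, which is this one, had as large a value. They carry the last 3 library codes, so a library batch is a candidate explanation that this 1 of 84 goes with. The triplet was noticed before it was tested, and a batch of 1 hen per group leaves no comparison within it.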
